# The planarian wound epidermis gene *equinox* is required for blastema formation in regeneration

**DOI:** 10.1038/s41467-022-30412-6

**Published:** 2022-05-18

**Authors:** M. Lucila Scimone, Jennifer K. Cloutier, Chloe L. Maybrun, Peter W. Reddien

**Keywords:** Morphogen signalling, Regeneration, Regeneration

## Abstract

Regeneration often involves the formation of a blastema, an outgrowth or regenerative bud formed at the plane of injury where missing tissues are produced. The mechanisms that trigger blastema formation are therefore fundamental for regeneration. Here, we identify a gene, which we named *equinox*, that is expressed within hours of injury in the planarian wound epidermis. *equinox* encodes a predicted secreted protein that is conserved in many animal phyla. Following *equinox* inhibition, amputated planarians fail to maintain wound-induced gene expression and to subsequently undergo blastema outgrowth. Associated with these defects is an inability to reestablish lost positional information needed for missing tissue specification. Our findings link the planarian wound epidermis, through *equinox*, to regeneration of positional information and blastema formation, indicating a broad regulatory role of the wound epidermis in diverse regenerative contexts.

## Abstract (web summary)

Many regenerative animals form an outgrowth at wound sites called a blastema. Here the authors identify *equinox*, which is expressed in the planarian wound epidermis and essential to initiate positional information regeneration and blastema formation.

## Introduction

Most animals face the challenge of repairing tissues following injury. Whereas some animals can only heal minor wounds, others can regenerate entire appendages or major parts of body axes^1,2^. In many highly regenerative animals, regeneration involves cell proliferation near the wound and formation of a blastema—an outgrowth that forms at the wound site and where differentiation of many missing tissues takes place. How regeneration initiates through blastema formation is not fully understood. Regeneration in some vertebrates requires the formation of a wound epidermis (WE), a specialized epidermis that covers the amputation site soon after injury^3–7^. Following amputation, intact epithelial cells detach from the basement membrane and migrate to cover the wound surface^8^. Once the wound is covered, epithelial cells from the early wound epidermis proliferate to form a thick stratified epithelium, mobilization of progenitors occurs (involving tissue-resident stem cells and/or dedifferentiation), and the regeneration blastema forms^8,9^. This thick epidermis functions as a signaling center to allow blastema growth^10,11^. Disruption or surgical removal of the WE in salamanders results in regeneration failure^5,12^.

Planarian regeneration also involves the formation of a blastema, as well as changes in pre-existing tissues. Planarians are able to regenerate from a large array of injuries, including from tiny fragments of the body. This involves pluripotent stem cells called neoblasts, which reside in a mesenchymal compartment and generate all new planarian tissues^13^. Following amputation, the wound surface in planarians is covered by spreading and migrating epidermal cells^14–16^. This is followed by the formation of a blastema that is produced from proliferating neoblasts near the wound. However, whether wound epithelialization has a regulatory role in planarian regeneration by promoting blastema formation is unknown.

Here, we identify a gene, which we named *equinox*, that encodes a predicted secreted protein conserved in many metazoan clades. *equinox* is expressed in the planarian wound epidermis shortly after injury. Following *equinox* inhibition, animals were unable to regenerate. Inhibition of *equinox* affected maintenance of wound signaling and the associated resetting of positional information needed to specify the identity of missing tissues. Neoblasts also failed to display upregulation of proliferation at wounds. Importantly, the regeneration failure observed following *equinox* inhibition only occurred in injury contexts requiring blastema formation, where positional information regeneration and blastema outgrowth bring about regeneration. This work defines a role for the wound epidermis and *equinox* in initiating regeneration through blastema formation.

## Results and discussion

### *bmp4*, a DV-patterning factor, is required for regeneration

Planarian RNA interference (RNAi) studies have identified many genes required for regeneration, but most of these genes are also required for tissue turnover in uninjured animals, such as genes essential for neoblast biology. Neoblasts are constantly dividing to enable turnover of all tissues as part of natural homeostasis^13^; consequently, perturbation of neoblast biology leads to lack of animal viability. Few genes are known to be required for regeneration but not cell turnover, and such genes are good candidates to mediate regeneration-specific mechanisms. Bmp signaling has a prominent role in controlling patterning of the dorsal–ventral (DV) axis in many organisms, including planarians^17–19^ (Supplementary Fig. 1a). Prior work showed that inhibition of Bmp signaling in planarians (e.g., with *bmp4* or *smad1* RNAi) blocks regeneration of the medial–lateral (ML) axis (after sagittal or parasagittal amputation) without inhibiting tissue turnover^17,18^, however the reason for this defect is unknown. Using RNAi methods improved since these original studies (see the “Methods” section), we now found that *bmp4* RNAi animals also failed to form head or tail blastemas after transverse amputation even after prolonged periods of time (20 days post amputation, dpa, Fig. 1a). This indicated the existence of a general requirement for *Bmp* signaling in planarian blastema formation.

**Fig. 1:**
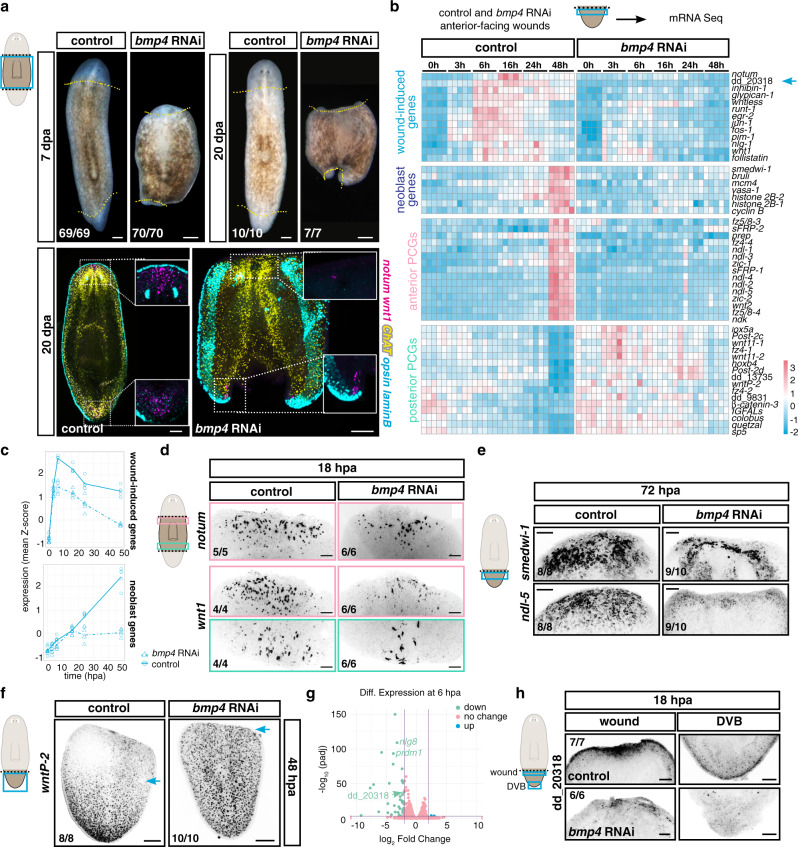
*bmp4* is required for regeneration initiation. **a** *bmp4* RNAi animals do not regenerate. *n* = 6 (left) and *n* = 2 (right and bottom) independent experiments. Dotted yellow line, amputation plane. **b** Heatmap shows expression of wound-induced genes, neoblast markers, anterior and posterior PCGs after *bmp4* RNAi. Some posterior-PCG labeled genes have not been connected to a signaling pathway but are regionally expressed in muscle. **c** Graphs show decreased expression of wound-induced genes and neoblast-specific genes in *bmp4* RNAi animals. **d** Reduced wound-induced gene expression, **e** reduced neoblast accumulation (*smedwi-1*) and expression of anterior markers (*ndl-5*) after *bmp4* RNAi. **f** Failed posterior PCG rescaling (*wntP-2*) in *bmp4* RNAi animals. Blue arrow, anterior expression edge of *wntP-2*. **g** Volcano plot shows dd_20318 expression is significantly lower in *bmp4* RNAi animals than in controls. **h** Reduced dd_20318 expression at 18 hpa in *bmp4* RNAi animals. Results shown in **d**–**f**, **h** are from two independent experiments. Colored boxes, area depicted in pictures. Scale bars, 100 μm.

The planarian body plan includes specialized cells and patterns of gene expression at the dorsal–ventral median plane at the animal margin (the lateral edge), sometimes referred to as the DV boundary (DVB). DVB-specific cells include specialized *laminB*^+^ epidermal cells, which is a proxy for an intact DVB. *laminB*^+^ epidermal cells did not regenerate in *bmp4* RNAi animals following transverse amputations (Fig. 1a and Supplementary Fig. 1b, c), similar to a defect previously observed for lateral regeneration following parasagittal amputation after Bmp-pathway inhibition^17,18^. Clusters of specialized muscle cells, with organizer-like activity influencing blastema pattern, found at the head and tail tips, are called anterior and posterior poles, respectively. Poles are specified from neoblasts and pole progenitors coalesce during regeneration at the DVB and at the pre-existing midline of the amputated fragment^20–23^. *bmp4* RNAi tail fragments frequently failed to regenerate an anterior pole (Supplementary Fig. 1c). However, this regeneration defect was incompletely penetrant, with an anterior pole forming in one third of the tail fragments (Supplementary Fig. 1c, d). Anterior poles formed more often at anterior-facing wounds of *bmp4* RNAi trunk fragments than at anterior-facing wounds of tail fragments (Supplementary Fig. 1d), but these wounds still lacked blastema outgrowth. Posterior poles formed frequently, even though no blastema was observed at *bmp4* RNAi posterior-facing wounds (Fig. 1a and Supplementary Fig. 1b, d). In cases where a pole formed in *bmp4* RNAi animals, it formed asymmetrically—instead of forming at the pre-existing midline, poles were shifted laterally and juxtaposed to the pre-existing lateral DVB (Fig. 1a and Supplementary Fig. 1b–d). The DVB has been associated with pole progenitor coalescence in prior work^20^. Small patches of new *laminB*^+^ cells occasionally formed when *bmp4* RNAi animals were able to partially regenerate (Supplementary Fig. 1b). In *bmp4* RNAi animals that did form an anterior pole (a minority of tail fragments, or most trunk fragments), brain tissue, eyes, and pharynges were sometimes formed despite animals lacking blastemas (Supplementary Fig. 1b, c). This was similar to a phenotype previously observed following inhibition of *smad4*, a gene encoding a co-Smad associated with multiple classes of Tgf-β signaling^17^. These results raise the possibility that Bmp signaling is required for most-to-all contexts of blastema formation, rather than just ML regeneration.

### *bmp4* is required for regeneration initiation

Regeneration in planarians involves several phases. Following wound closure by epidermal cells, there is an initial “wound response” (0.5–12 h post amputation, hpa) that occurs at essentially all injuries and involves wound-induced gene expression, an increase in neoblast proliferation, and elevated apoptosis near the wound^24–27^. At injuries that remove substantial tissue, additional events subsequently occur that collectively comprise the “missing tissue response” or MTR (~16–48 hpa). These events include persistent wound-induced gene expression, a second and sustained phase of neoblast proliferation and accumulation at wounds, and body-wide elevation in levels of apoptosis^24,26–30^. Concurrent with the MTR, adult planarian positional information—in the form of position control gene (PCG) expression domains—regenerates in amputated fragments^31–33^. PCGs are regionally expressed genes along body axes that are associated with planarian patterning. PCGs are mostly expressed in muscle cells^31,34^. Following amputation, missing PCG expression domains are activated near wounds and some remaining PCG expression domains in an amputated fragment recede from the wound^31–33^. After the initiation of these changes, new differentiated cell types emerge in the blastema (~36–72 hpa) during a growth phase. PCG expression changes are required for regeneration, blastema patterning, and for the re-scaling of preexisting tissues to accommodate the smaller amputated fragment size^13^.

We reasoned that some aspects of the early steps of regeneration might require *bmp4*. To assess this possibility, we performed bulk RNA sequencing of control and *bmp4* RNAi anterior-facing wounds from tail fragments at different time points following amputation (Supplementary Data 1). *bmp4* RNAi animals activated the early wound-induced gene expression response (3-6 hpa) but were unable to maintain such expression at later time points (Fig. 1b, c and Supplementary Fig. 2a). Fluorescence in situ hybridization (FISH) experiments in trunk fragments showed similar results with an independent method (Fig. 1d and Supplementary Fig. 2b). We also assessed levels of canonical neoblast transcripts, including for the *piwi* homolog gene *smedwi-1*, which increase at wounds because of elevated neoblast proliferation and accumulation as part of the MTR. No increase was observed at 48 hpa in *bmp4* RNAi animals, suggesting a lack of neoblast accumulation (Fig. 1b, c), and FISH experiments supported this conclusion (Fig. 1e). Finally, *bmp4* RNAi animals failed to regenerate positional information during head regeneration—tail fragments failed to activate anterior PCG expression and failed to downregulate posterior PCGs at wounds (Fig. 1b, e, f and Supplementary Fig. 2c). The formation of posterior poles, albeit with abnormal location, at posterior-facing wounds indicates posterior positional information regeneration was less affected than anterior positional information regeneration; however, blastema outgrowth was still inhibited at both anterior-facing and posterior-facing wounds. These data indicate that *bmp4* RNAi animals failed to reset positional information needed for anterior regeneration and lacked a clear MTR. Taken together, our results show a requirement for Bmp signaling in regeneration initiation and blastema formation.

Genes required specifically for regeneration—but not for the capacity to generate cells during tissue turnover—are rare, and include *myoD* and *follistatin*^35–38^. Regeneration-specific defects caused by inhibition of *myoD* and *follistatin* exhibit some similarity to the *bmp4* RNAi phenotype. Inhibition of each gene causes lack of a regenerative response: defects in maintenance of wound-induced gene expression, perturbed neoblast accumulation, and failed positional information regeneration. However, differences between these phenotypes are also apparent and help in understanding the mechanistic basis for regeneration initiation. *myoD* inhibition affects activation of the muscle wound response specific to longitudinal fibers, including the expression of the genes *notum* and *follistatin*, but does not affect activation of the wound response in other muscle or epidermal cells^35^. This resulted in a failure to regenerate PCG expression domains, suggesting that resetting positional information is required for regeneration. *follistatin* is required for the MTR, but is not required for the initial activation of most wound-induced genes^36,38^. At many wound types, *follistatin* RNAi animals show only slow and delayed blastema formation, with missing tissues eventually fully returning in a blastema by 20 dpa^38^. By contrast, *follistatin* is required for head regeneration at many amputation planes (except at planes in the very anterior of the animal)^36–38^. This head-regeneration defect is explained by abnormal *wnt1* expression levels at wounds of *follistatin* RNAi animals: *follistatin* RNAi causes *wnt1* to be overexpressed at wounds and the high level of *wnt1* causes a failure in PCG re-setting at anterior-facing wounds, blocking regeneration. When *follistatin* and *wnt1* are simultaneously inhibited, head regeneration proceeds, but slowly and without elevation of neoblast proliferation at wounds^38^. These prior findings indicate that blocking the MTR (and the associated elevation in neoblast proliferation) alone does not inhibit regeneration. These results indicate that PCG expression domain regeneration, but not elevation of neoblast proliferation at wounds, is required for regeneration. *bmp4* RNAi animals did not form blastemas even by 20 dpa (Fig. 1a), and failure in blastema growth occurred at different sites across the AP axis (Supplementary Fig. 3a). We suggest that defects in PCG regeneration in *bmp4* RNAi animals partially explain the requirement for *bmp4* in regeneration; however, blastema formation also failed in the cases where some PCG re-setting still occurred and new tissues formed in the context of preexisting tissue in these animals. Furthermore, why would a DV axis-patterning pathway be required for regeneration of PCGs on the AP axis? We considered the possibility that the regeneration-specific defect in *bmp4* RNAi animals might involve a previously uncharacterized process associated with regeneration initiation.

### *bmp4* expression is required for activation of *equinox*

Whereas *bmp4* was required for the maintenance of wound-induced expression for many genes, the gene dd_20318 stood out as being dependent on *bmp4* for its initial activation at wounds, rather than just for maintenance of its expression (Fig. 1b). Furthermore, although dd_20318 showed significantly lower expression in *bmp4* RNAi animals at 6 hpa, it was unaffected in *myoD* or *follistatin* RNAi animals at a similar timepoint (Fig. 1g and Supplementary Fig. 3b). This raised the possibility that activation of dd_20318 at wounds is a component of the unique requirement for *bmp4* in regeneration. FISH experiments confirmed that dd_20318 activation at wounds was reduced in *bmp4* RNAi animals at 6 and 18 hpa (Fig. 1h and Supplementary Fig. 3c, d).

dd_20318 encodes a predicted secreted protein with two thrombospondin 1 domains (TSP1) and several EGF and EGF-like domains in the C-terminal portion of the protein (Fig. 2a). TSP1 domains were first identified in thrombospondins, a conserved family of extracellular glycoproteins involved in wound healing, angiogenesis, and connective tissue organization, all of which require cell–cell and cell–extracellular matrix interactions^39^. TSP1 domains are also found in non-thrombospondin proteins. Thrombospondins, which appear to have been lost in planarians and nematodes, include other domains (e.g., TSP3, TSPC) not present in the predicted dd_20318 protein. Proteins with similarity to dd_20318 protein sequence and domain structure are found in several phyla spanning much of the Bilateria (from cnidarians to cephalochordates), but are absent in vertebrates (Fig. 2a and Supplementary Fig. 4, Supplementary Data 2), suggesting that these proteins define a conserved family. A different protein called von Willebrand factor D and EGF-domains (VWDE), also shows similarity to the dd_20318 protein. This similarity was primarily observed in the EGF repeats, and VWDE proteins have differences in the remainder of their domain architecture with dd_20318 (Fig. 2a, Supplementary Fig. 4 and Supplementary Data 2). Specifically, VWDE proteins have a von Willebrand domain and lack TSP1 domains. Of note, *vwde* is expressed in regenerative blastemas in vertebrates and has a role in blastema growth in these animals^40^. It is possible that dd_20318 and VWDE protein classes have some functional similarities, but this will require further investigation to assess. We named the dd_20318 gene *equinox* for its expression and role in planarian regeneration (see below).

**Fig. 2:**
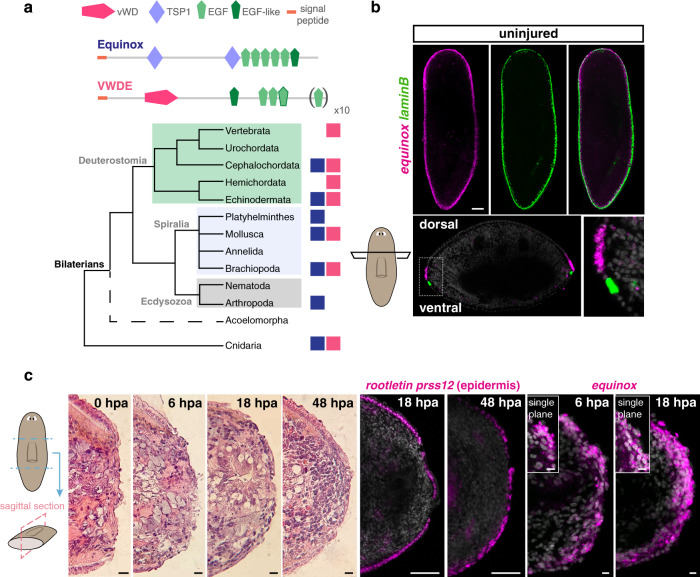
*equinox* is wound-induced in planarians. **a** Domain structure and evolutionary conservation of Equinox and VWDE. Presence of an Equinox-like protein (blue squares) and VWDE (pink squares). **b** *equinox* is expressed dorsal to *laminB*^*+*^ DVB epidermal cells in uninjured animals. *n* = 3 independent experiments. **c** H&E staining of sagittal sections shows epidermal wound covering of transverse wounds (left, *n* = 1 experiment). Mature epidermis (*prss12*^*+*^*, rootletin*^*+*^) is observed by 18 hpa at the wound (middle). Wound-induced *equinox* expression following amputation is observed at the outer layer (right). *n* = 3 independent experiments.

### *equinox* is expressed in the wound epidermis

*equinox* was expressed in uninjured animals in the epidermis near the DVB (Fig. 2b). Cross sections showed that *equinox* was expressed dorsal to *laminB*^+^ epidermal DVB cells (Fig. 2b). We performed hematoxylin and eosin stainings as well as FISH in sagittal sections to further understand epidermal behavior and *equinox* expression during regeneration. Spreading of epidermal cells that partially covered the wound was observed by 6 hpa and became more apparent at 18 hpa (Fig. 2c), in agreement with previous TEM studies of planarian wound dynamics involving epidermis^14,15^. *equinox* expression covered the amputation plane by 6 hpa. At 18 hpa, a thicker layer of *equinox*^+^ cells was observed (Fig. 2c). To determine the cell-type specificity of *equinox* expression in regeneration, we first performed single-cell RNA sequencing (scRNA-seq) of anterior-facing wounds from tail fragments at 0, 6, and 16 hpa (Supplementary Fig. 5). *equinox* expression was enriched in epidermal cells but was also expressed in some *smedwi-1*^+^ cells (Fig. 3a). Although *smedwi-1* is a neoblast marker, *smedwi-1* transcripts can be residually detected in post-mitotic progenitors^41–43^. A small fraction of *equinox*-expressing cells was also observed in neurons (Fig. 3a). Because *bmp4* is expressed in muscle cells and *equinox* is expressed in epidermis, no expression correlation between these two genes was observed (Supplementary Fig. 5).

**Fig. 3:**
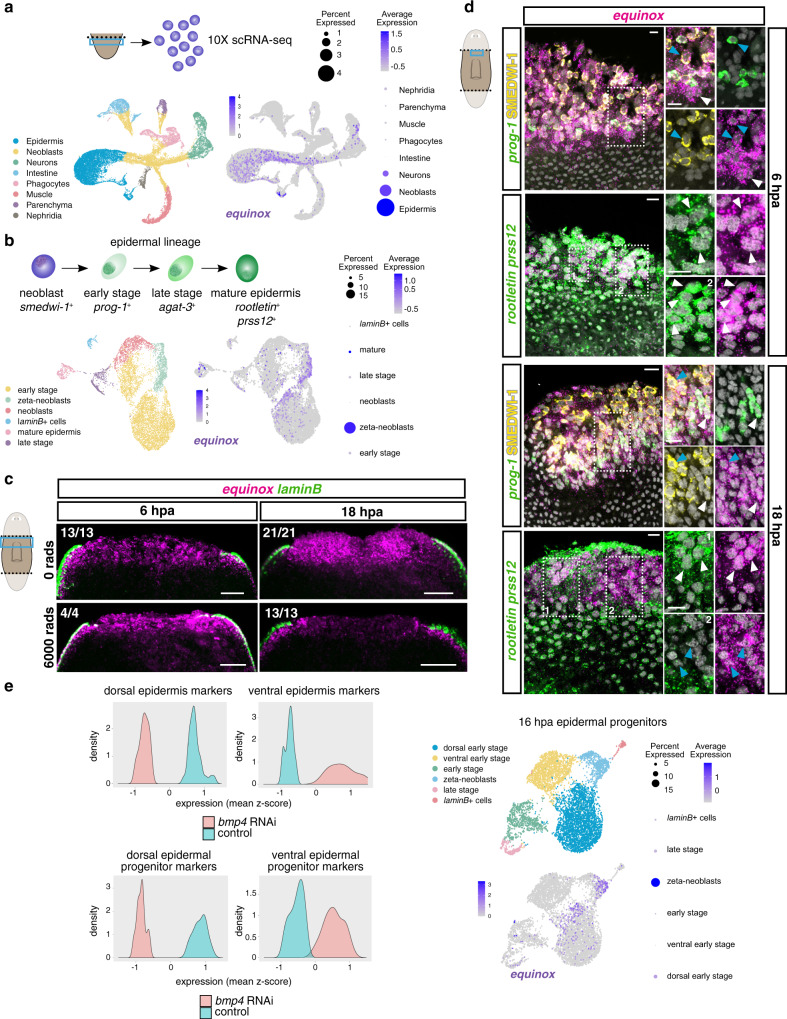
*equinox* is expressed in the planarian wound epidermis. **a** Schematic of the 10X scRNA-seq experiment, UMAP and dot plots show *equinox* expression in the epidermis and in neoblast/neoblast progeny. **b** UMAP and dot plots show *equinox* expression throughout the epidermal lineage. **c** *equinox* wound-induced expression is mostly neoblast independent at 6 but not at 18 hpa. **d** Dorsal view of wound sites show *equinox* expression mostly in mature epidermis at 6 hpa and in epidermal progenitors at 18 hpa. Blue arrows, epidermal progenitors. White arrows, mature epidermis. **e** Histograms show downregulation of dorsal epidermis markers and dorsal epidermal progenitor markers after *bmp4* RNAi. UMAP and dot plots show *equinox* expression is enriched in dorsal epidermal progenitors at 16 hpa. Colored box, area depicted in pictures. Data shown in (**c**, **d**) are representative of four independent experiments. Scale bars, 100 μm (**c**) and 10 μm (**d**).

Because *equinox* expression was observed in the epidermis and in *smedwi-1*^+^ cells in the scRNA-seq data, we asked whether these *smedwi-1*^+^ cells were epidermal progenitors. The planarian epidermal lineage is well characterized, with markers for different maturation stages known^44–47^. *equinox* was expressed throughout the entire epidermal lineage in regeneration, from zeta-neoblasts to early post-mitotic progenitors (*prog-1*^+^) to fully differentiated epidermal cells (*prss12*^+^, *rootletin*^*+*^) (Fig. 3b, Supplementary Fig. 6). Irradiation, which depletes neoblasts and their post-mitotic progeny cells, severely reduced *equinox* expression at 18 hpa, further indicating that *equinox* expression at this time point was enriched in epidermal progenitors (Fig. 3c). Expression of *equinox* at 6 hpa did not overtly change following irradiation, suggesting that expression at this early post-injury time point prominently included differentiated cells. Double FISH experiments using an *equinox* RNA probe together with probes for *prog-1* (early-stage epidermal marker) or *prss12* and *rootletin* (mature epidermal markers) and the SMEDWI-1 antibody to detect cells that are recently derived from neoblasts, showed cells co-expressing *equinox* and *prog-1* at 6 hpa. Many *equinox*^+^ cells at this time, however, were *prss12*^+^ and *rootletin*^+^, consistent with the irradiation experiment results and indicating that most *equinox* expression at 6 hpa wounds is in the epidermis (Fig. 3d). Rare *equinox*^+^ muscle cells were also present at 6 hpa (*equinox*^+^*colF-2*^+^, Supplementary Fig. 7a). Furthermore, *equinox* expression at 6 hpa wounds was not explained simply by migration of pre-existing *equinox*^+^ DVB cells, because animals that had the DVB surgically removed still expressed *equinox* (Supplementary Fig. 7b). Extracellular regulated kinase (Erk) signaling mediates wound signaling in regeneration in several organisms, including planarians^48–51^. Phosphorylation of Erk occurs within minutes of injury in planarians^50^, and inhibition of this process, using the inhibitor PD0325901 (PD), inhibited *equinox* expression at both 6 and 18 hpa (Supplementary Fig. 7c).

Bmp signaling controls the pattern of the planarian DV axis; *bmp4* RNAi animals gradually lose dorsal gene expression and dorsal cell types during cell turnover after initiation of RNAi^17–19,45^ (Supplementary Fig. 1a). Epidermal progenitors express dorsal and ventral markers from the stem cell stage to differentiation, and inhibition of *bmp4* causes rapid dorsal emergence of ventral epidermal progenitors^45^. Accordingly, markers for dorsal epidermis and dorsal epidermal progenitors displayed reduced levels in *bmp4* RNAi animals (Fig. 3e and Supplementary Fig. 8a, b) and normal expression of *equinox* at the dorsal side of the DVB was dependent on Bmp signaling (Fig. 1h). Moreover, *equinox* expression in the epidermal lineage at 16 hpa was enriched in dorsal over ventral epidermal progenitors (Fig. 3e and Supplementary Fig. 8c, d). These expression features help explain the requirement of Bmp signaling for the expression of *equinox* in regeneration. If *equinox* expression in the wound epidermis is associated with dorsal epidermal cells and/or cellular interactions between dorsal and ventral epidermis covering the wound, this could therefore be lost in *bmp4* RNAi animals.

### *equinox* is required for regeneration

*equinox* RNAi animals were unable to regenerate following amputation (Fig. 4a). Blastema formation failed, and new tissues such as *laminB*^+^ epidermal DVB cells, anterior poles, brain, and eyes, failed to regenerate at anterior-facing wounds of both trunk and tail fragments (Fig. 4a and Supplementary Fig. 9a, b). At posterior-facing wounds, posterior poles were able to form in head and trunk fragments. However, reminiscent of the *bmp* RNAi phenotype, in most cases these poles formed asymmetrically at the old DVB and failed to display normal blastema growth (Fig. 4a and Supplementary Fig. 9a, b). Head fragments that formed a posterior pole also regenerated a pharynx in the pre-existing tissue and expressed posterior PCGs (Supplementary Fig. 9a). On the other hand, tail fragments always failed to regenerate anterior poles, did not express anterior PCGs, and were unable to form pharynges in the old tissue (Supplementary Fig. 9a). Anterior PCG expression domains also failed to regenerate in trunk fragments (Supplementary Fig. 9b). These defects indicated that *equinox* RNAi caused an even stronger block of regeneration than did *bmp4* RNAi, perhaps because direct RNAi of the gene caused greater *equinox* inhibition. Anterior blastemas did not grow even after 14 dpa in *equinox* RNAi animals (Supplementary Fig. 10a). In trunk fragments, morphallaxis of posterior regions associated with newly formed posterior poles at the pre-existing DVB was sometimes observed at this later time point (Supplementary Fig. 10a).

**Fig. 4:**
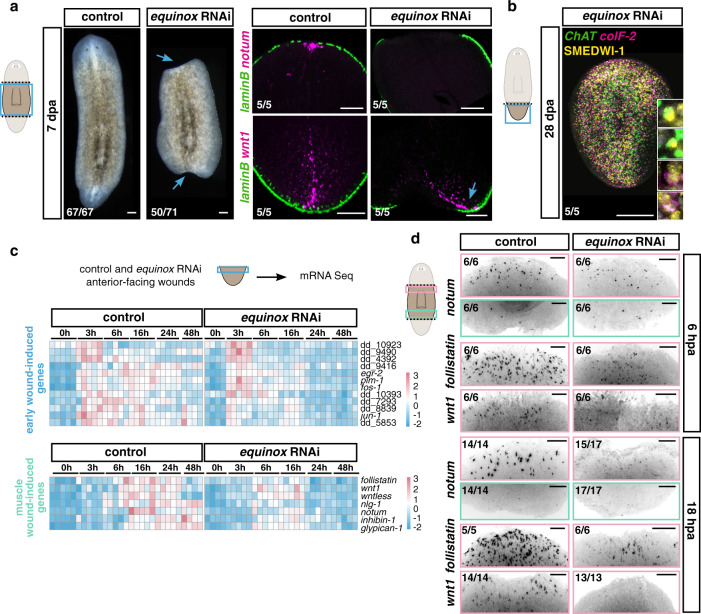
*equinox* is required for planarian regeneration. **a** *equinox* RNAi animals do not regenerate. Blue arrows, no blastema (left) and asymmetric posterior pole (right). *n* = 7 independent experiments. **b** Normal tissue turnover in an amputated *equinox* RNAi fragment that failed to regenerate. *n* = 2 independent experiments. **c** Heatmap shows activation of early wound-induced gene expression but no maintenance of muscle wound-induced gene expression. **d** Validation by FISH. FISH results are representative of at least two independent experiments. Colored boxes, area depicted in pictures. Scale bars, 100 μm.

The failure of regeneration in *equinox* RNAi animals was not a consequence of a lack of neoblast maintenance and differentiation capacity, because neoblasts of tail fragments that did not regenerate by 28 dpa were still able to differentiate into tail neurons and muscle cells (Fig. 4b and Supplementary Fig. 10b); i.e., neoblasts were capable of making pre-existing tissues but did not regenerate those that were missing. Furthermore, epidermis at the wound site of *equinox* RNAi animals was detected similarly to control animals (Supplementary Fig. 10c) and we did not observe any obvious defect in tissue turnover and viability in uninjured *equinox* RNAi animals (Supplementary Fig. 10d). These observations are consistent with the possibility that regeneration failed in *equinox* RNAi animals as a consequence of a regeneration-specific defect, as opposed to a problem in a process required generically for new cell-type production.

### Inhibition of *equinox* affects regeneration initiation

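The RNA sequencing compared wounds of animals fed double-stranded RNA (dsRNA) against *equinox* with wounds of control animals fed dsRNA of *unc-22*, a *C. elegans* gene. Anterior-facing wounds of tail fragments were collected right after amputation and at 3, 6, 16 and 24 h, with a last collection 48 h post amputation (hpa), and 5 wounds made 1 replicate. There were 58 libraries, with 5 for each treatment and time except 4 for control at 48 hpa and 4 for *equinox* RNAi at 0 hpa. The sample labels give 8 feedings and amputation 7 days after the last one, whereas the methods give 3 days. For 5 *equinox* RNAi libraries, those of replicate 1 at 3, 6, 16, 24 and 48 hpa, the title and the time field of the labels name different times. They were placed by the title, which gives the numbers of *equinox* RNAi libraries drawn for 0 and 48 h in Figs. 4c, 5a and 5b. The authors mapped reads of 50 bp to the dd_Smed_v6 transcriptome with bowtie, counted reads per contig with bedtools and summed the contigs of each transcript, and deposited these counts without normalization. The table lists 28742 transcripts, of which 168 had no count in any library.
Total counts per library ranged from 1312330 to 38053378, with a median of 15070578. Median totals for control were 9711286 at 0 hpa, 10532358 at 3 hpa, 6114295 at 6 hpa, 21872882 at 16 hpa, 20148964 at 24 hpa and 21688794 at 48 hpa. In *equinox* RNAi the medians were 15984826.5, 13993857, 19348542, 14436523, 18149516 and 26973178 at the same times. The lowest total belonged to a control library at 3 hpa. All libraries were fitted in 1 edgeR quasi-likelihood model with 12 groups, after TMM normalization and edgeR's filter on low counts, which left 20129 transcripts. Log2 fold changes are given with the standard error that the test implies, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The transcriptome sequence was not used here, so reads shared between near-identical transcripts, GC content and length were not examined.
The targeted transcript, dd_20318, was read first as a check of the labels, as its normalized count relative to the library total (CPM). In control it was at 6.03 ± 1.21 CPM (SD, n = 5) at 0 hpa and 5.19 ± 0.942 CPM (SD, n = 5) at 3 hpa. At 6 hpa it was at 7.89 ± 2.82 CPM (SD, n = 5), a log2 fold change of 0.39 against 0 hpa (adjusted p = 0.722 by edgeR). It was at 15.1 ± 2.52 CPM (SD, n = 5) at 16 hpa, a log2 fold change of 1.32 against 0 hpa (standard error 0.468, adjusted p = 0.0412 by edgeR), and leaving out any of 9 of the 10 libraries took the adjusted p above 0.05. The changes in control at 24 and 48 hpa were 0.73 and 0.18 (adjusted p = 0.228 and 0.826 by edgeR). In libraries labelled *equinox* RNAi it was lower than control at 16 hpa by a log2 fold change of -2.47, at 24 hpa by -2.16 and at 48 hpa by -2.23, and all 5 libraries lay below every control library at each of these times (exact two-sided permutation test, p = 0.00794, the smallest that 5 against 5 or 5 against 4 libraries allow). At 6 hpa the log2 fold change was -1.56 (adjusted p = 0.05 by edgeR, exact two-sided permutation p = 0.0238), and it passed the threshold of 0.05 in no fit that left out 1 library. At 0 and 3 hpa the transcript went against the labels. Libraries labelled *equinox* RNAi held 18.6 ± 17.6 CPM (SD, n = 4) at 0 hpa and 16.9 ± 14.6 CPM (SD, n = 5) at 3 hpa, with single libraries between 1.77 and 39.3 CPM. The log2 fold changes were 1.63 (adjusted p = 0.0797 by edgeR, exact two-sided permutation p = 0.333) and 1.73 (adjusted p = 0.0203 by edgeR, exact two-sided permutation p = 0.254).

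**Figure D1:**
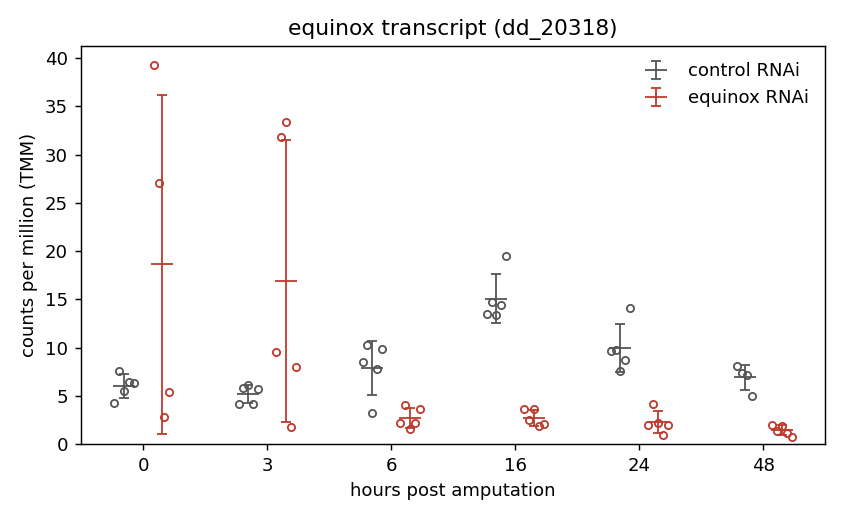
CPM of the *equinox* transcript (vertical axis) against hours post amputation (horizontal axis), with 1 circle per library and the mean and SD of each group as a bar. Libraries labelled *equinox* RNAi spread from 1.77 to 39.3 CPM at 0 and 3 hpa and lie below every control library from 16 hpa on.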

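Of the 8 transcripts whose dd numbers are printed in Fig. 4c, all 8 were higher at 3 hpa than at 0 hpa in control, and 7 passed the threshold of edgeR's test (8 when adjusted over the list alone). In libraries labelled *equinox* RNAi, all 8 were higher as well, with log2 fold changes from 0.56 to 2.29, and 7 passed the threshold (8 when adjusted over the list alone). The study chose this list on these samples, so the list-alone count is not independent evidence. The transcript with the largest change, dd_4392, rose in control from 62.4 ± 7.36 CPM (SD, n = 5) at 0 hpa to 281 ± 30.6 CPM (SD, n = 5) at 3 hpa, and in libraries labelled *equinox* RNAi from 50.9 ± 10.6 CPM (SD, n = 4) to 248 ± 17.7 CPM (SD, n = 5). Across all transcripts, 639 differed between 3 and 0 hpa in control and 275 in *equinox* RNAi, and 1798 and 1090 differed at 6 hpa. A fit of only the groups compared gave 1845 in control and 127 in *equinox* RNAi at 3 hpa, and at 6 hpa it reversed the order, with 574 in control and 718 in *equinox* RNAi. The interaction term, which tests whether the change from 0 hpa differed between the treatments, called 1 transcript at 3 hpa and 18 at 6 hpa. It called 0 of the 8 at either time. Between the treatments at 6 hpa, 6 of the 8 were lower in *equinox* RNAi and 2 called lower (4 called when adjusted over the list alone). The 2 were dd_4392 (-0.65, adjusted p = 0.00184 by edgeR) and dd_7293 (-0.32, adjusted p = 0.0394 by edgeR). Neither passed the threshold in the fit of only the groups compared. At 3 hpa, outside the rule for named transcripts, 4 were lower and 1 called lower.
A set of 234 transcripts was chosen as higher in control at 3 or 6 hpa than at 0 hpa, with a log2 fold change of at least 1. The fold changes behind the choice are between control libraries, while the filter and the spread came from all 58 libraries. In *equinox* RNAi, 85 of them (36.3%) were called higher at 3 or 6 hpa. Chosen in *equinox* RNAi instead, a set of 155 transcripts had 92 members (59.4%) called in control. The median log2 fold change of the 234 transcripts against 0 hpa was 1.16 in control and 0.48 in *equinox* RNAi at 3 hpa, and 1.27 and 0.57 at 6 hpa. Because control libraries chose the set, their values are raised by the choice.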

To assess which step(s) in regeneration failed in *equinox* RNAi animals, we collected anterior-facing wounds of tail fragments at different time points following wounding for bulk RNA sequencing (Supplementary Data 3). *equinox* RNAi animals did not show signs of ventralization (Supplementary Fig. 10e), in contrast to *bmp4* RNAi animals, indicating *equinox* is not overtly involved in DV-axis patterning. *equinox* RNAi animals initiated an early wound response following injury (3–6 hpa, Fig. 4c and Supplementary Fig. 11). However, this response was less robust and did not persist at later time points (16–48 hpa, Fig. 4d). 

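The score of the early set, the mean of log2 CPM over its 234 transcripts in each library, was 1.65 ± 0.138 (SD, n = 5) in control and 1.66 ± 0.105 (SD, n = 5) in *equinox* RNAi at 16 hpa (exact two-sided permutation test, p = 0.921). At 3 hpa the score of *equinox* RNAi minus control was -0.17 (exact p = 0.397), at 6 hpa -0.27 (exact p = 0.167) and at 24 hpa -0.21 (exact p = 0.167), none past 0.05 with this score. As a mean z-score the difference was -0.33 at 6 hpa (exact p = 0.0159) and -0.28 at 24 hpa (exact p = 0.0238). At 48 hpa it was -0.29, with 1.14 ± 0.127 (SD, n = 5) in *equinox* RNAi and 1.43 ± 0.126 (SD, n = 4) in control (exact p = 0.0317), and 7 of the 9 single libraries, left out in turn, took this above 0.05. At 0 hpa the score was already higher in *equinox* RNAi, by 0.31 (exact p = 0.0556). The choice of set moved these differences most: with a minimum log2 fold change of 2 the difference was 1.01 at 0 hpa and 0.31 at 3 hpa, and with the set chosen in control replicates 1 and 2 and tested on the others it was -0.029 at 6 hpa (exact p = 0.929). The rotation test fry of limma, which unlike the exact test models the spread of each transcript, gave p = 0.00436 at 6 hpa and p = 0.00906 at 24 hpa. Taken singly, 51 of the 234 transcripts were called lower and 4 higher in *equinox* RNAi than in control at 3 hpa by edgeR. At 6 hpa 29 were called lower and 0 higher, at 16 hpa 1 and 0, at 24 hpa 21 and 0, and at 48 hpa 50 and 11. Control libraries at 3 and 6 hpa also chose the set, which raises their values at those times.
In control the median log2 fold change of the set against 0 hpa fell from 1.27 at 6 hpa to 0.63 at 16 hpa, 0.67 at 24 hpa and 0.42 at 48 hpa. In *equinox* RNAi it was 0.31, 0.23 and 0.12 at these times. The libraries at 0 hpa also chose the set. In simulated counts with control at 16, 24 and 48 hpa left at its 0 hpa means, the same rule chose 843 transcripts, more than the 234 here, and their median in control was 0.15 to 0.18, so this value is not for a set of the same size. Of the 8 transcripts of Fig. 4c, 7 were lower in *equinox* RNAi than in control at 16 hpa, with log2 fold changes between -0.64 and -0.064, and 1 passed the threshold by edgeR (3 when adjusted over the list alone). For the other, dd_10923, the fitted log2 fold change was -0.006 while the mean was 4.33 ± 0.917 CPM (SD, n = 5) in *equinox* RNAi and 4.28 ± 0.514 CPM (SD, n = 5) in control, so no direction can be given. In a fit of only the groups compared with a replicate block, added after the data were seen, dd_10393 was past the threshold (-0.36, adjusted p = 0.0443 by edgeR). At 0 hpa 6 of the 8 were already lower in *equinox* RNAi. The interaction of RNAi and time at 16 hpa was below 0 for 5 of them and above 0 for 3, and the largest, -0.53 for dd_10393, had an adjusted p of 0.739 by edgeR. The transcript past the threshold between the treatments in the fit of all groups was dd_4392. It was at 86.2 ± 8.56 CPM (SD, n = 5) in *equinox* RNAi and 135 ± 21.4 CPM (SD, n = 5) in control (log2 fold change -0.64, standard error 0.136, adjusted p = 0.00531 by edgeR). Its interaction was -0.34 (adjusted p = 0.964 by edgeR). The difference between the treatments was not past the threshold with the 5 libraries of differing times placed by their time field (-0.78, adjusted p = 0.501 by edgeR) or without control replicate 3 (-0.55, adjusted p = 0.0501 by edgeR). At 24 hpa 7 of the 8 were lower and 2 were called lower (5 called when adjusted over the list alone), namely dd_7293 (-0.60, adjusted p = 7.62e-05 by edgeR) and dd_9416 (-0.37, adjusted p = 0.023 by edgeR, 0.0793 in the fit of only the groups compared). The value of dd_9416 was also not past the threshold without control replicates 1, 4 or 5 or *equinox* RNAi replicates 2 or 3 at 24 hpa. At 48 hpa 6 of the 8 were lower and 5 of them were called, while dd_4392 went the other way (log2 fold change 0.90, adjusted p = 8.12e-06 by edgeR, 0.0625 with the time field). The interaction at 48 hpa was below 0 for 6 of the 8. It called 3 of the 8 (4 when adjusted over the list alone), with -0.47 for dd_9416 (adjusted p = 0.0404 by edgeR), -0.45 for dd_9490 (adjusted p = 0.0479 by edgeR) and 1.20 for dd_4392 (adjusted p = 9.06e-05 by edgeR). The first of these was not past the threshold in 2 of 7 alternatives and in 11 of 18 fits with 1 library left out, the second in 3 of 7 and 12 of 18, and dd_4392 with the time field (0.35, adjusted p = 0.791 by edgeR). These values at 24 and 48 hpa lie outside the rule for named transcripts and were chosen after they were seen.
Of all transcripts tested, 286 differed between *equinox* RNAi and control at 0 hpa, 2282 at 3 hpa and 1541 at 6 hpa by edgeR. In fits of only the groups compared these counts were 519, 3363 and 87. At the later times, 122 differed at 16 hpa (62 higher, 60 lower), 251 at 24 hpa (116 higher, 135 lower) and 3528 at 48 hpa (1624 higher, 1904 lower) by edgeR. With control replicate 1 at 48 hpa left out, the last count was 2126, and in a fit of only the groups compared it was 1683. At 16 hpa replicates with the same number deviated together, and in fits of only the groups compared 84 were called without a replicate block and 413 with it. In the fit of all groups the block gave 127.

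**Figure D2:**
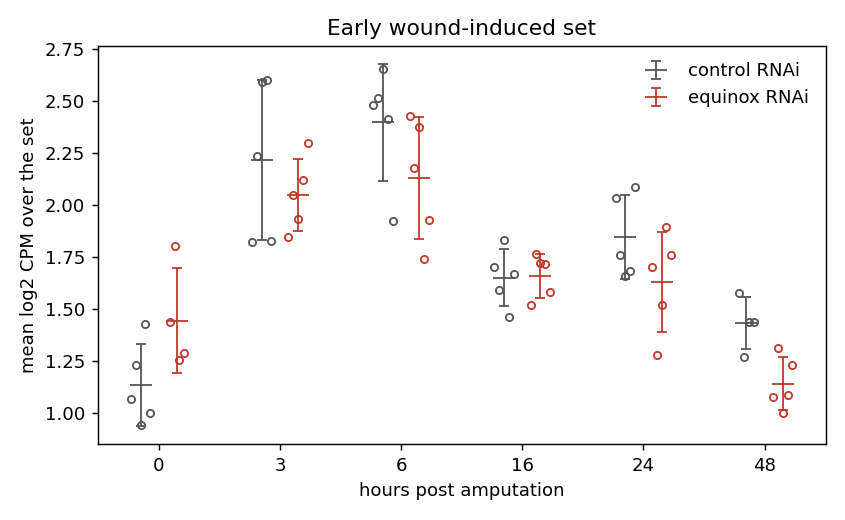
Score of the early wound-induced set (vertical axis, mean log2 CPM) against hours post amputation (horizontal axis), with 1 circle per library and the mean and SD of each group. At 16 hpa the means are 1.65 in control and 1.66 in *equinox* RNAi. At 48 hpa they are 1.43 and 1.14, and the groups still overlap, with the highest *equinox* RNAi library at 1.31 and the lowest control library at 1.27.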

By FISH, muscle wound-induced gene expression was strongly affected in *equinox* RNAi (Fig. 4d and Supplementary Fig. 11). The neoblast gene expression signature failed to amplify at wounds at 24 and 48 hpa, indicating lack of neoblast accumulation and proliferation in *equinox* RNAi animals (Fig. 5a-c). 

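The count table and the supplementary tables used here do not pair the names of the neoblast genes in Fig. 5a with transcript numbers, so the genes themselves are not reported. In their place, all 493 transcripts that were higher in control at 48 hpa than at 0 hpa (log2 fold change at least 1, edgeR's test) were followed. This set holds any late rise and is not specific to neoblasts. In *equinox* RNAi, 147 of them (29.8%) were called higher at 48 hpa, and 77 of the 111 (69.4%) chosen in *equinox* RNAi were called in control. The share fell to 18.6% without *equinox* RNAi replicate 2 at 0 hpa. The set score in control rose from 1.09 ± 0.041 (SD, n = 5) at 0 hpa to 2.22 ± 0.137 (SD, n = 5) at 24 hpa and 2.65 ± 0.096 (SD, n = 4) at 48 hpa. In *equinox* RNAi it was 1.34 ± 0.149 (SD, n = 4) at 0 hpa, 1.91 ± 0.105 (SD, n = 5) at 24 hpa and 1.92 ± 0.179 (SD, n = 5) at 48 hpa. Of the 493 transcripts, 448 were lower in *equinox* RNAi than in control at 48 hpa.
To keep the choice apart from the test, the set was also chosen in control replicates 1 and 2 only (364 transcripts) and tested in control replicates 3 and 4 against the 5 *equinox* RNAi libraries. The score was lower in *equinox* RNAi at 48 hpa by a difference of -0.86 (exact two-sided permutation test, p = 0.0476, the smallest that 5 against 2 libraries allow). With the choice in replicates 3 and 4 and the test in 1 and 2, the difference was -0.46 (exact p = 0.0476). The interaction of RNAi and time called 47 transcripts at 24 hpa and 1022 at 48 hpa. The count at 24 hpa lay between 9 and 69 when 1 library was left out.

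**Figure D3:**
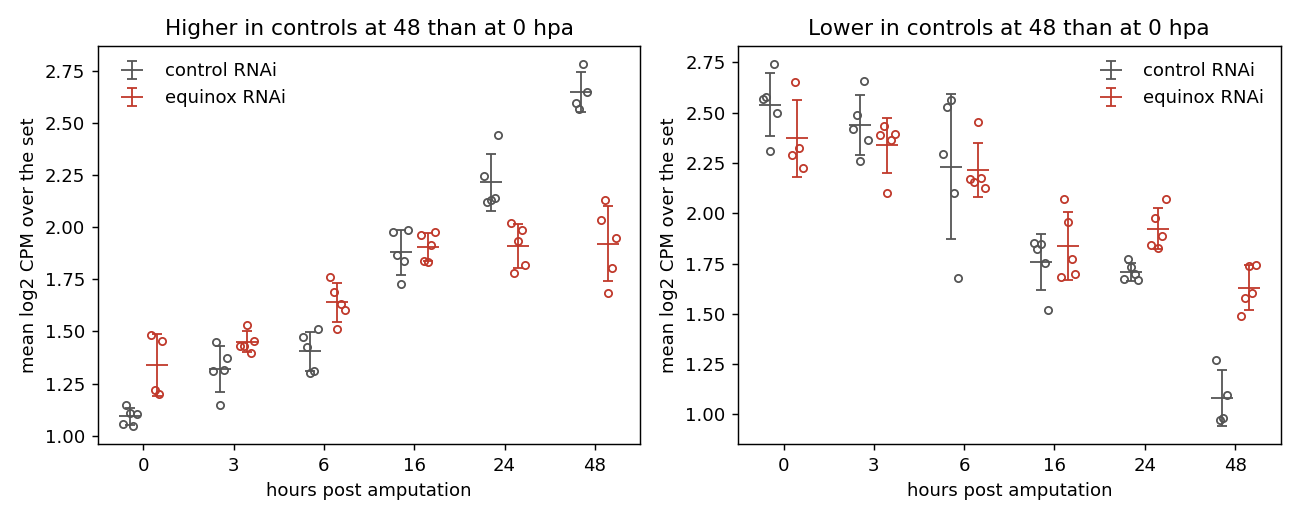
Scores of the transcripts that were higher (left) or lower (right) in control at 48 than at 0 hpa (vertical axes, mean log2 CPM) against hours post amputation, with 1 circle per library and the mean and SD of each group. At 48 hpa the left score is 2.65 in control and 1.92 in *equinox* RNAi, and the right score is 1.08 and 1.63.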

Apoptosis was not clearly affected following *equinox* RNAi (Supplementary Fig. 12a). In addition, RNA-sequencing data showed that positional information in *equinox* RNAi animals did not reset; anterior PCGs were not induced in tail fragments, and posterior PCGs did not reduce expression at wounds (Fig. 5a). 

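Fig. 5a prints 2 transcript numbers among the posterior PCGs. The first, dd_13735, fell in control between 0 and 48 hpa by a log2 fold change of -1.41 (standard error 0.144, adjusted p = 1.71e-11 by edgeR) and rose in *equinox* RNAi by 0.60 (standard error 0.131, adjusted p = 0.00164 by edgeR). The fall in control was not steady, since the transcript first rose by 0.99 at 16 hpa (adjusted p = 2.11e-08 by edgeR) and 0.47 at 24 hpa (adjusted p = 0.00354 by edgeR) against 0 hpa. Between the treatments the log2 fold change was 0.41 at 6 hpa (adjusted p = 0.0426 by edgeR), -0.022 at 16 hpa and 0.097 at 24 hpa (adjusted p = 0.953 by edgeR). At 48 hpa it was higher in *equinox* RNAi than in control by 2.27 (standard error 0.142, adjusted p = 4.42e-18 by edgeR). The second, dd_9831, fell in control by a log2 fold change of -0.18 (adjusted p = 0.0171 by edgeR), changed by 0.11 in *equinox* RNAi (adjusted p = 0.291 by edgeR) and was higher in *equinox* RNAi at 48 hpa by 0.39 (adjusted p = 2.14e-06 by edgeR). The interaction of RNAi and time, which compares the changes themselves, gave 2.01 for dd_13735 (adjusted p = 6.5e-11 by edgeR) and 0.29 for dd_9831 (adjusted p = 0.0279 by edgeR). The value for dd_9831 was not past the threshold with no filter (0.27), in the fit of only the groups compared (0.27), with the 5 libraries of differing times left out (0.26) or placed by their time field (0.28), with adjusted p between 0.0658 and 0.167 by edgeR. Its fall in control was not past it with no filter (adjusted p = 0.101 by edgeR), in the fit of only the groups compared (adjusted p = 0.105 by edgeR) or without control replicate 3 at 48 hpa (adjusted p = 0.0898 by edgeR). No number is paired with an anterior PCG in the tables used here.
Across the transcriptome, 723 transcripts were lower in control at 48 hpa than at 0 hpa (log2 fold change at most -1), and 268 of them (37.1%) were called lower in *equinox* RNAi. Chosen in *equinox* RNAi, 160 of 234 (68.4%) were called in control. Chosen in control replicates 1 and 2 and tested in 3 and 4, a set of 412 transcripts was higher in *equinox* RNAi at 48 hpa by 0.49 (exact two-sided permutation test, p = 0.0476, the smallest possible). This rested on the choice of libraries. When replicates 3 and 4 chose 767 transcripts and 1 and 2 were tested, the difference was -0.02 (exact p = 0.905), with control libraries at 2.63 and 2.35 inside the range of 2.27 to 2.83 in *equinox* RNAi.
From the absence of a rise in anterior PCGs and of a fall in posterior PCGs at these wounds, the paper concludes that positional information did not reset in *equinox* RNAi animals.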

FISH further validated these observations (Fig. 5c, d and Supplementary Fig. 12b, c) and showed that these defects also occurred in trunk fragments (Fig. 5d). *equinox* RNAi fragments failed to specify eye progenitors from neoblasts after head amputation, indicating stem cells failed to adopt fates for missing cell types after amputation (Supplementary Fig. 12d). These data collectively showed that regeneration of positional information and the associated regeneration of new tissues required *equinox* function. These results suggest that *equinox* has a specific role in initiating regeneration, involving maintaining a wound response program that promotes regeneration of positional information after injury.

**Fig. 5:**
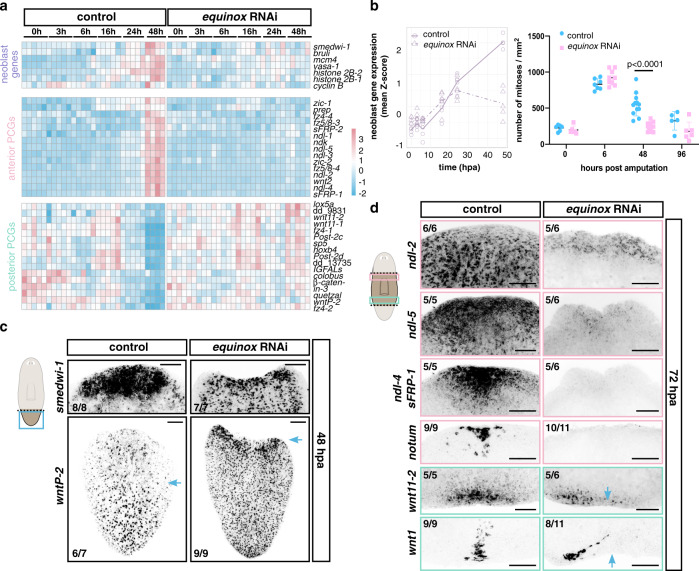
*equinox* is required for PCG rescaling and neoblast proliferation at wounds. **a** Heatmap shows reduced expression of neoblast markers and anterior PCGs and no change of posterior PCG expression at anterior-facing wounds after *equinox* RNAi. **b** Reduced expression of neoblast-specific genes (left) and reduced numbers of mitotic cells (right) at *equinox* RNAi anterior-facing wounds. For phosphorylated histone H3 (H3P) labelings, *n* = 6 independent animals for control 0 hpa, *n* = 7 for control 6 hpa, *n* = 12 for control 48 hpa, and *n* = 5 for control 96 hpa; *n* = 6 independent animals for *equinox* RNAi 0 hpa, *n* = 9 for *equinox* RNAi 6 hpa, *n* = 12 for *equinox* RNAi 48 hpa, and *n* = 6 for *equinox* RNAi 96 hpa over two independent experiments. Data are presented as mean ± SD and analyzed with unpaired two-tailed Student’s *t* test. **c** No neoblast wound accumulation or rescaling of posterior PCG expression (*wntP-2*) after *equinox* RNAi. *n* = 3 independent experiments. Blue arrows, anterior edge of PCG expression. (**d**) No anterior PCG expression (*ndl-2*, *ndl-5*, *ndl-4*, *sFRP-1*) or anterior pole formation (*notum*), and asymmetric posterior pole formation (*wnt1* and *wnt11-2*) after *equinox* RNAi. Results shown are representative from at least two independent experiments. Blue arrows, midline. Colored boxes, area depicted in pictures. Source data are provided as a Source Data file. Scale bars, 100 μm.

### *equinox* is required for blastema outgrowth

Short-term inhibition of *bmp4* did not result in severe ventralization^45^, but significantly decreased *equinox*^+^ expression at 18 hpa (Supplementary Fig. 13a). Under these conditions, all head and tail fragments were able to regenerate new tissues (pharynges and eyes) but only within the preexisting tissues (Fig. 6a). Expression of wound-induced genes (Supplementary Fig. 13b), accumulation of neoblasts at wounds, and rescaling of positional information (Fig. 6b) all occurred after short-term *bmp4* RNAi. However, no blastema formation was observed in any regenerating fragment. These results, with short RNAi conditions, suggest that *bmp4* is required for blastema growth itself and that this process can be decoupled from other hallmarks of regeneration. These observations prompted us to consider whether *equinox* has a role in blastema growth in addition to and independent from its requirement for positional information regeneration.

**Fig. 6:**
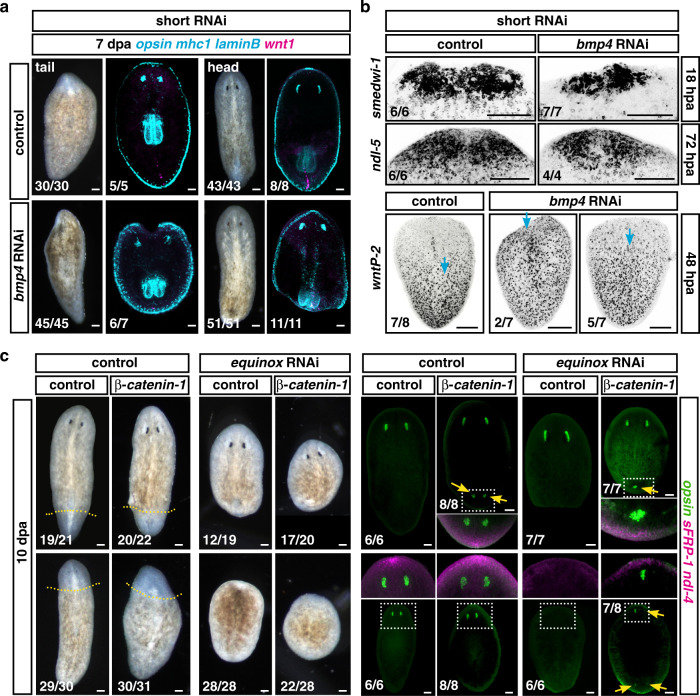
*equinox* is required for blastema formation. **a**, **b** Short-term *bmp4* RNAi is sufficient to block blastema formation (**a**) but does not block neoblast accumulation or PCG rescaling (**b**). Blue arrows, anterior edge of posterior PCG expression. **a**, **b** *n* = 2 independent experiments. **c** The *equinox* RNAi regeneration defect is not suppressed by *β-catenin-1* RNAi. *equinox; β-catenin-1* double RNAi animals were able to rescale positional information and form new photoreceptor neurons (*opsin*) without growing blastemas. *n* = 3 independent experiments. Scale bars, 100 μm.

Both *myoD* and *follistatin* RNAi regeneration failure phenotypes can be rescued by inhibiting β*-catenin-1*, suggesting that blastema formation failure in those scenarios is a consequence of defects in positional information re-setting^35,38^. By contrast, double *equinox;* β-*catenin-1* RNAi animals still failed to form a blastema (Fig. 6c and Supplementary Fig. 13c, d), indicating that lack of blastema formation could not readily be explained only by defects in the level of Wnt signaling at wounds associated with PCG resetting. Moreover, FISH experiments showed expression of anterior PCGs and presence of anterior tissues (i.e., photoreceptor neurons) at anterior and posterior-facing wounds in *equinox;* β*-catenin-1* double RNAi animals lacking blastema outgrowth, further demonstrating that changing the positional information environment of the wound in *equinox* RNAi animals was insufficient to lead to blastema formation (Fig. 6c). Similarly, inhibition of Erk signaling also blocked head blastema formation in β*-catenin-1* RNAi animals, even though under these conditions some expression of anterior positional information and differentiation of anterior tissues within the old tissues was observed (Supplementary Fig. 13e).

Blastema growth is a hallmark of regeneration. However, not all injuries require blastema formation for their repair. For example, incisions or small tissue removal can heal and regenerate through a tissue turnover-mediated process^24^. We therefore examined whether *equinox* was required for all types of regeneration or specifically for contexts requiring blastema formation for regeneration. *equinox* RNAi animals were able to regenerate eyes after eye resection or after a small wedge that was able to heal (Fig. 7a and Supplementary Fig. 14). Inhibition of *equinox* did not affect pharynx regeneration after pharynx removal through a small dorsal incision (Fig. 7a and Supplementary Fig. 14). However, *equinox* RNAi animals were incapable of regenerating from multiple wound types that required blastema formation at the amputation site, such as after sagittal amputations, or midline incisions that were prevented from fusing (resulting in two half-heads and one body) (Fig. 7a and Supplementary Fig. 14). These findings suggest that *equinox* is only required for contexts where resetting positional information and blastema growth occur for normal regeneration.

**Fig. 7:**
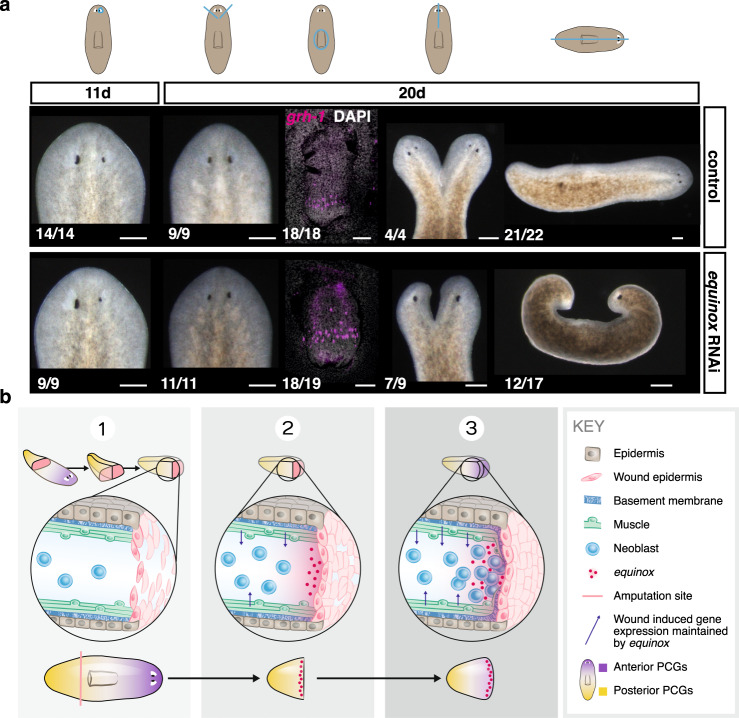
*equinox* is required for regeneration contexts that need blastema outgrowth. **a** *equinox* is required for regeneration through blastema formation. *n* = 3 independent experiments for sagittal amputations, *n* = 2 independent experiments for all other injuries. Blue lines, injury. Scale bars, 100 μm. **b** Model: (1) *wound healing* involves formation of a wound epidermis lacking basement membrane separation from underlying tissues. (2) *Wound signaling* is promoted and sustained by *equinox* expression in the wound epidermis. (3) *Positional information* regeneration is promoted by wound signaling and leads to specification of missing cell types in proliferating neoblasts at wounds. These steps promote initiation of blastema formation in regeneration.

In conclusion, the previously uncharacterized gene *equinox* encodes a predicted extracellular protein conserved in many animal phyla that is expressed in the planarian wound epidermis and is required for regeneration. *equinox* is required for other cell types, including muscle and neoblasts, to maintain expression of their wound-response programs following injury (Fig. 7b). Sustained expression of wound-induced genes is associated with resetting of positional information (facilitated by modulation of Wnt signaling activity^38^) and proliferation of neoblasts (likely activated by Follistatin^36,38^) at wounds. The resetting of positional information is required for the specification of missing cell types and regeneration. Consequently, these processes required *equinox*, especially in the context of anterior regeneration. We also propose that in addition to positional information resetting, *equinox* action in the wound epidermis is essential for blastema outgrowth. We propose that *equinox* expression may be a critical signal in early epidermal-muscle cell communication following wounding, potentially facilitated by the absence of basement membrane separating the wound epidermis from underlying cells at the wound. These findings reveal an important role of the wound epidermis in planarians, and might help to understand the necessity of this tissue for the broad regenerative potential of diverse organisms.

## Methods

### Animal husbandry

*Schmidtea mediterranea* clonal asexual strain CIW4 animals, starved for 7–14 days prior to experimentation, were used for all experiments. All animals utilized were healthy, not previously used in other procedures, and were of wild-type genotype. Animals were cultured in plastic containers or petri dishes for experiments, in 1x Montjuic water (1.6 mmol/l NaCl, 1.0 mmol/l CaCl_2_, 1.0 mmol/l MgSO_4_, 0.1 mmol/l MgCl_2_, 0.1 mmol/l KCl and 1.2 mmol/l NaHCO_3_ prepared in Milli-Q water) at 20 °C in the dark. Animals were fed blended calf liver once a week and cleaned twice weekly.

### Replication, size estimation, and randomization

Number of independent experiments performed are indicated in figure legends; numbers of animals used in each experiment are indicated in each panel. No sample size estimation was performed. Animals for all experiments were randomly selected from a large collection of clonal animals. All animals were included in statistical analyses, without exclusions. Images were not randomized.

### Bulk RNA sequencing and analysis

RNA sequencing data from *follistatin* and *myoD* RNAi tail regeneration was analyzed from previously published experiments (^35^, GEO: GSE99067). For *bmp4* and *equinox* RNAi samples, animal fragments were placed in Trizol (Life Technologies), and then frozen at −80 °C. Upon thawing, fragments were resuspended in Trizol by pipetting with a p1000 until dissolved. Total RNA was isolated using Trizol standard isolation. Libraries were prepared using the Kapa HyperPrep mRNA-Seq Kit Illumina Platform, and barcoded with Kapa dual-indexed adapters (KapaBiosystems). A second 0.9× bead clean-up was performed to purify libraries. Libraries were sequenced on an Illumina Hi-Seq 2500 with 50 bp reads. Reads were mapped to the dd_Smed_v6 transcriptome^52^ (http://planmine.mpi-cbg.de/planmine/begin.do) using bowtie v1.1.2^53^ with -best alignment parameter. The number of mapped reads per contig in every cell was quantified using the coverageBed utility from the bedtools v2.26.0 suite. Reads from the same isotigs were then summed to generate raw read counts for each transcript.

### 10X single-cell mRNA sequencing and analysis

Cell samples were collected from five planarian conditions with tissue from the same post-pharyngeal region; (1) 0 hpa, (2) 6 hpa anterior-facing wounds, (3) 16 hpa with anterior-facing wounds, (4) 16 hpa with posterior-facing wounds, (5) 16 hpa anterior-facing wound with 4 feedings of control dsRNA over 21 days. Sample 5 was included as a replicate of this time point to increase the number of cells, and therefore increasing the power of this dataset. Fragments from ~30 large animals were collected for each condition. Each condition was run as a single sample in 10X library preparation. Tissue fragments were gently amputated for dissociation using a scalpel, and collected in CMFB [calcium–magnesium free solution with 1% BSA (400 mg/L NaH_2_PO_4_, 800 mg/L NaCl, 1200 mg/L KCl, 800 mg/L NaHCO_3_, 240 mg/L glucose, 1% BSA, 15 mM HEPES, pH7.3)]. Pieces were vigorously pipetted in 50 ml of CMFB with 1.0 mg/mL collagenase as described^43^. Cell suspensions were passed through a 40 μm filter and centrifuged at 300 g for 5 min. Isolated cell suspensions were incubated in Hoechst 33342 (40 μl/ml) for 45 min in the dark. For samples 1–4 propidium iodide (PI) (3 μl/ml, Sigma-Aldrich) was added after Hoechst incubation, for sample 2 calcein (1 μl/ml, ThermoFisher) was added to samples after Hoechst incubation for 10 min. Cells were sorted based on DNA content and PI negative, X-insensitive cells were recovered^54^. Cells with intermediate calcein content were permitted for sample 2. At this early wounded time point, calcein intermediate cells were allowed assuming some wounded cells might have a compromised membrane. Likely for this reason the overall quality of lane 2 cells was lower (see Supplementary Fig. 5). Planarian cells were sorted into CMFB (1% BSA), spun down at 500 rpm for 10 min, and resuspended in CMFB (1% BSA) at a predicted density of 700 cells/μl according to the FACS sorting count. Cells were then processed by the WIGTC core (Whitehead Institute) using 10X Genomics Chromium Controller and Chromium single cell 3′ library & Gel Bead Kit (PN 1000006) following standard manufacturer’s protocol. An estimated 16,000 cells were loaded per sample to obtain the maximum number of cells recommended per sample. Amplified cDNA libraries were quantified using a bioanalyzer, and size selected using magnetic beads according to manufacturer recommendations. Samples were sequenced on an Illumina HiSeq 2500 (28 × 40 paired-end reads) across five lanes. Sequencing reads were mapped using a GTF file of Smed_v6 genes in the context of the Smes_g4 genome. This GTF file was generated by using BLAT to map all Smed_v6 transcripts to the Smes_g4 genome and assigning each transcript to a single genome location based on the best alignment score. Transcripts were then collapsed using genome location prior to mapping using the Cell Ranger pipeline. Cells were assessed for nUMI, nGene and percent mitochondrial transcript content, which was represented in violin plots. Percent mitochondrial content was based on 10/15 mitochondrial genes reported in ref. ^55^ which are represented in v_6 of the Dresden transcriptome (dd_Smed_v6_258_0_1, dd_Smed_v6_289_0_1, dd_Smed_v6_292_0_1, dd_Smed_v6_297_0_1, dd_Smed_v6_344_0_1, dd_Smed_v6_505_0_1, dd_Smed_v6_753_0_1, dd_Smed_v6_957_0_1). Any cells with nFeature_RNA < 200 or nFeature_RNA > 2500, were removed from the dataset prior to analysis. 10× analysis was performed using Seurat v3.02 where cells were visualized using the uniform manifold approximation and projection (UMAP) algorithm. CCA-based integration was performed for the plots that contained all tissues and all epidermal lineage cells to address any potential batch effects between lanes. CCA-based integration was omitted for 16 h epidermal lineage plots because it removed known validated clusters (i.e. *laminB*+ cells and late-stage progenitor cells). Dimensions used and resolution of the plots are as follows: (1) all tissues (11, 1), (2) epidermal lineage (14, 0.5), (3) 16 h epidermal lineage (14, 0.3).

### Protein domain analysis

Reciprocal blastx/tblastn with specific species in NCBI and the longest predicted ORF of the *equinox* gene (dd_Smed_v6_20318_0_1) from the dd_v6 transcriptome assembly was performed. Proteins with reciprocal best blast hits to *equinox* were inspected for domain architecture similarities using SMART with HMMER searches of Outlier homologs, PFAM domains, and signal peptide prediction. The protein domain structure of Equinox and VWDE predicted by SMART is graphically represented. showing predicted signal peptide, TSP1, EGF, and EGF-like domains. Phyla containing the same gene structure of one or two N-terminal TSP1 domains, followed by several EGF and EGF-like domains were annotated on the species tree. Another secreted protein class displayed substantial similarity to the C-terminus of Equinox; representatives of this class including in vertebrates lack the TSP1 repeats and have a von Willebrand Factor D domain.

### Phylogenetic analysis

*equinox, vwde,* and *teneurin* genes were identified from multiple species by BLAST to *Schmidtea mediterranea* Equinox protein sequences using only the EGF domain containing region. Multiple sequence alignment of protein sequences was performed using MUSCLE to the EGF domain-containing region of *Schmidtea mediterranea* Equinox. Sequences were then trimmed by hand to remove areas that did not align with the EGF domain-containing region of *Schmidtea mediterranea equinox*. Sequences were then further trimmed with Gblocks using the following parameters; -b3 = 15 -b4 = 2 -b5 = a -e = .gb -p = t -g. Phylogenetic trees were constructed using Bayesian inference (MrBayes v3.2.2 ×64). The analysis was performed using two independent runs with four chains each for 1 million generations or more, and 25% of trees were discarded as burn-in. All protein sequences used for analysis with accession numbers and the nexus file (.nex) on which the tree is built are provided in Supplementary Data 2.

### Gene cloning

*equinox* was cloned using the following primers: fwd: 5′ gggccagttacttcacaagc; rv: 5′ gagccagagaaagattgcgg; *bmp4* (dd_Smed_v6_17402_0_1) accession number: GenBank ABV04322.1. All constructs were cloned from cDNA into the pGEM vector (Promega). These constructs were used to synthesize RNA probes and dsRNA for RNAi experiments.

### RNAi

For RNAi experiments, dsRNA was synthesized by in vitro transcription reactions (Promega) using PCR-generated templates with flanking T7 promoters, followed by ethanol precipitation, and annealed after resuspension in water. The concentration of dsRNA varied in each prep between 4 and 7 μg/ml. dsRNA was then mixed with planarian food (liver)^35^ and 2 μl of this mixture per animal (liver containing dsRNA) was used for feedings. This protocol yields stronger gene inhibition than the RNAi feeding protocol that involved agarose and bacteria-based dsRNA production in^17^. *bmp4* RNAi animals (Fig. 1; Supplementary Figs. 1–3, Supplementary Fig. 8) were fed four times in two weeks. Animals were then amputated seven days after last feeding. Short term *bmp4* RNAi animals (Fig. 6; Supplementary Fig. 13) were fed once and animals were amputated 7 days after this feeding. *equinox* RNAi animals (Figs. 4, 5 and 7; Supplementary Figs. 9–12, 14) were fed between six and ten times in 3–5 weeks and amputated 3 days after last feeding. *equinox* RNAi animals for homeostasis experiments (Supplementary Fig. 10) were fed 12 times during 10–12 weeks. Double *equinox;* β*-catenin-1* RNAi animals (Fig. 6; Supplementary Fig. 13) were fed eight times in 4 weeks with *equinox* dsRNA, and then two times in 2 weeks with a 1:1 mix of *equinox: β-catenin-1* dsRNA. Animals were amputated a day after last feeding. *β-catenin-1* RNAi animals incubated with DMSO or the Erk inhibitor were fed once (Supplementary Fig. 13). For regeneration experiments, animals were amputated into three pieces (head, trunk, and tail pieces). Fragments were scored and fixed for further analysis at different timepoints following amputation.

### Fluorescence in situ hybridizations, immunostainings, and HE stainings

RNA probes were synthesized and whole-mount FISH was performed^35^. Briefly, animals were killed in 5% NAC and treated with proteinase K (2 μg/ml). Following overnight hybridizations, samples were washed twice in pre-hybridization buffer, 1:1 pre-hybridization-2× SSC, 2× SSC, 0.2× SSC, PBS with Triton-X (PBST). Subsequently, blocking was performed in 10% Western Blocking Reagent (Roche, 11921673001) PBST solution for DIG probes, or in 5% Horse serum and 5% casein for DNP and FITC probes. Antibody washes were then performed for one hour followed by tyramide development. Peroxidase inactivation with 1% sodium azide was done for 90 min at room temperature. SMEDWI-1 antibody labeling was then performed with a 1:1000 dilution of primary antibody in 10% Western Blocking Reagent (Roche, 11921673001). SMEDWI-1 antibody presence was detected using tyramide development as above. Brightfield images were taken with a Zeiss Discovery Microscope. Fluorescent images were taken with a Leica SP8 confocal microscope. Co-localization analyses of FISH signals were performed using Fiji/ImageJ. For each channel, histograms of fluorescence intensity were used to determine the cut-off between signal and background. All FISH images shown are representative of all images taken in each condition, and are maximal intensity projections, except otherwise indicated. All images, unless otherwise indicated, are anterior up. Animals for FISH experiments of early timepoints following amputation (6 hpa) were treated with 5% NAC for only 2 min (instead of 3–5) to better preserve wound integrity. For H&E stainings, animals were fixed in the same way as for FISH experiments, and mounted in Histogel specimen processing gel (Thermo Scientific). Samples were then placed on ice for 10 min to solidify. Cassettes with embedded animals were placed in 70% ethanol and submitted to the Histology core at the Koch Institute for integrative cancer research (MIT) for sectioning and staining.

### TUNEL and H3P labeling

For both TUNEL and H3P labeling, fixed animals were bleached overnight at room temperature in H_2_O_2_ (Sigma, 6% in 1×PBSTx), incubated 10 min in Proteinase K solution (2 μg/ml in 1×PBSTx with 0.1% SDS) and post-fixed in formaldehyde (4% in 1×PBSTx). For H3P labeling, animals were then incubated overnight at room temperature in anti-phospho-Histone H3 antibody (Millipore 05-817R-I, clone 63-1C-8; 1:300 in 5% inactivated horse serum) Samples were washed with PBSTx, then placed in goat anti-rabbit antibody (ThermoFisher 65-6120, 1:500 in 5% inactivated horse serum) overnight at room temperature. After PBSTx washes, samples were developed in fluorescein tyramide (1:3000 in PBSTx, with 0.003% H_2_O_2_) for 10 min at room temperature. Samples were washed in PBSTx and labeled with DAPI (Sigma, 1 μg/ml in PBSTx) before mounting. For TUNEL, single animals were transferred to a 96-well U-bottom plate. PBSTx was replaced with a 20 μL reaction mix (3 parts ApopTag TdT enzyme mix, 7 parts ApopTag reaction buffer), and incubated overnight at 37 °C. Animals were then washed in PBSTx followed by development in a 20 μL development solution (1 part blocking solution, 1 part ApopTag anti-digoxigenin rhodamine conjugate), and incubated in the dark at room temperature overnight. Samples were washed in PBSTx and counterstained with DAPI (Sigma, 1 μg/ml in PBSTx). TUNEL was performed using reagents from the ApopTag Red in Situ Apoptosis Detection Kit (Millipore, #S7165).

### Erk signaling inhibition

PD0325901 (in short, PD) was dissolved in DMSO, used at 10 μM, and replaced daily. Animals were incubated in PD one day prior to amputation, amputated, and fixed after 6 and 18 h to assess *equinox* expression. For RNAi experiments, animals were fed *β-catenin-1* dsRNA, immediately placed in PD, and amputated later the same day. Fragments were fixed for further analysis 10 days after amputation.

### Irradiation

Animals were irradiated using a dual Gammacell-40 cesium source set to deliver 6000 rads. Animals were amputated 4 days after irradiation.

### Surgical procedures

For all surgical procedures, animals were placed on moist filter paper on a cold block to limit movement. In order to selectively resect eyes, the tip of a microsurgical blade was used to remove eyes. Pharynx resection was performed by surgical extraction through a small longitudinal dorsal incision. Head wedges were made by performing cuts at the edge of each eye. Sagittal cuts were performed at the midline. Midline incisions were performed by making a medial incision from the head tip to the anterior boundary of the pharynx. Incised animals were immobilized using Type IV, 5% ultra-low melting agarose (Sigma) and solidified gel was covered with filter WhatmanTM paper (GE Healthcare, Life Sciences) soaked in Holtfreter’s Solution. Animals were left at room temperature overnight, recovered by cutting the surrounding gel, and placed in planarian water (Fig. 7 and Supplementary Fig. 14). AP1 cuts were made immediately posterior to auricles (Supplementary Fig. 3).

### Quantifications and statistical analysis

Pairwise differential expression analysis was performed using DESeq^56^. Expression values from DESeq normalization were scaled, row-wise, to generate *z*-scores for heatmaps and visualized using the pheatmap package, or the ggplot2 package with geom_density and geom_point functions (https://ggplot2.tidyverse.org). Significance is reported as padj values, with padj < 0.05 used as a cutoff. For TUNEL and H3P stainings, comparisons between two groups were done using unpaired Student’s *t* test analyses (Prism software). Graphs show mean and standard deviation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the GenBank database under accession codes (1) GSE179290 [Single cell gene expression profiling using 10x v3, (2) GSE179291 [*bmp4* RNAi gene expression profiling; (3) GSE179293 [*equinox* RNAi gene expression profiling; (4) OM864265 (*equinox* gene deposition). The anti-H3P labeling data and processed DEseq comparison data for bulk sequencing generated in this study are provided in the Supplementary Information/Source Data file.

# Supplementary material for: The planarian wound epidermis gene equinox is required for blastema formation in regeneration
**Source:** Nat Commun. 2022 May 18;13:2726. doi: 10.1038/s41467-022-30412-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Differential expression analysis of regenerating control and *bmp4* RNAi animals.** The data provided here are calculated using the nbimontest function in DESeq. This is a one tailed binomial test. The padj column uses the Benjamini-Hochberg procedure to adjust for multiple tests.

File Name: Supplementary Data 2

Description: **Accession numbers of proteins with similar structure analyzed in the phylogenetic tree.**

File Name: Supplementary Data 3

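This table gives, for each transcript, the log2 fold change and adjusted p of DESeq comparisons within each treatment over time and between treatments at each time. The copy used here holds the first 1366 of its 28742 rows, so no overlap or enrichment was tested on it. In these rows the paper's log2 fold changes of *equinox* RNAi against control, set beside those computed from the counts by edgeR, had a Pearson correlation across transcripts of 0.986 at 0 hpa, 0.908 at 3 hpa and 0.983 at 6 hpa. At 24 hpa the correlation was 0.09. Transcripts are not independent replicates, and the 780 rows above 5 CPM were used. In a table of this kind, the difference between treatments at a later time equals the difference at 0 hpa plus the difference between the time courses. This held in the paper's table at 3, 6, 16 and 48 hpa, with a median residual of 3e-07, and did not hold at 24 hpa, where the median residual was 0.185. The value that the time courses imply for 24 hpa had a correlation of 0.979 with the value from the counts.

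**Figure D4:**
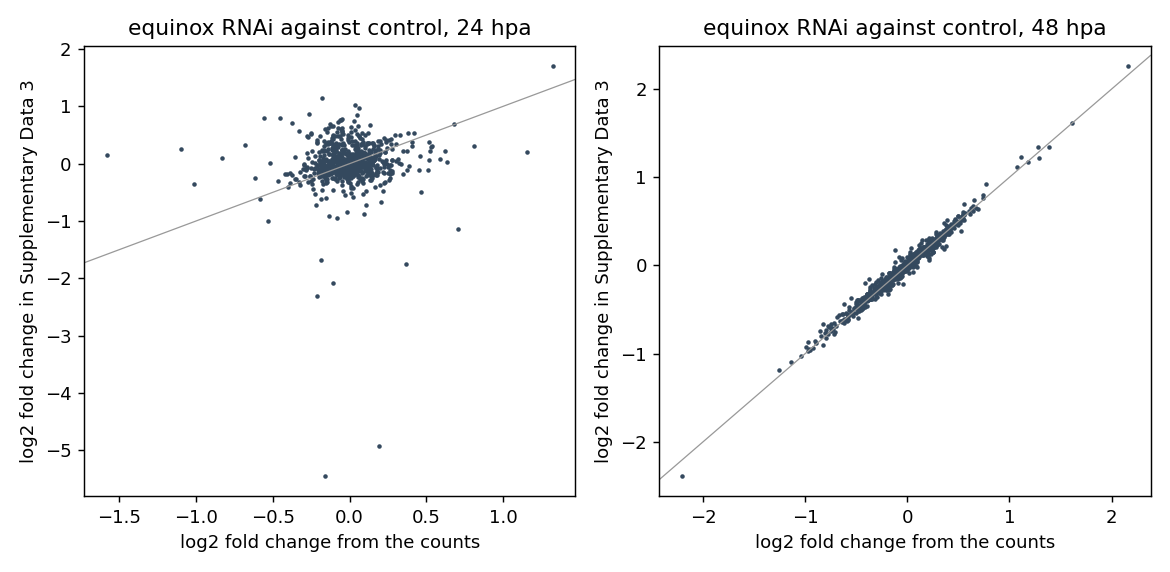
Log2 fold change of *equinox* RNAi against control in Supplementary Data 3 (vertical axis, the paper's values) against the value computed from the counts (horizontal axis) at 24 hpa (left) and 48 hpa (right), with 1 point per transcript and the line of equal values. At 24 hpa the points scatter around 0, with a correlation of 0.09.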

Description: **Differential expression analysis of regenerating control and *equinox* RNAi animals.** The data provided here are calculated using the nbimontest function in DESeq. This is a one tailed binomial test. The padj column uses the Benjamini-Hochberg procedure to adjust for multiple tests.

How the deposited data were processed for this re-analysis (not part of the article)

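RNA from anterior-facing wounds of planarian tail fragments was measured in 58 libraries, 29 from control animals and 29 from animals fed *equinox* dsRNA, at 0 hpa, at 3, 6, 16 and 24 hpa, and at 48 hpa. The authors mapped reads of 50 bp to the dd_Smed_v6 transcriptome with bowtie 1.1.2, counted reads per contig with bedtools 2.26.0, summed the contigs of each transcript, and deposited raw counts for 28742 transcripts. No column of the deposited table was left unmapped. Samples were grouped by the treatment and time of their labels. For 5 libraries the title and the time field differ, and the title was used, with the numbers of libraries drawn in Figs. 4c, 5a and 5b. Replicates were compared for repeated libraries by a chi-square test of counts, and the lowest value per degree of freedom was 2.59, so every library counts as 1 replicate.

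From the counts, 1 model over all groups was fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood, robust, TMM normalization). The filter kept transcripts by edgeR's filterByExpr with a minimum count of 10, which left 20129 transcripts holding at least 99.87% of the counts of every library. Treatments were compared at each time, each time was compared with 0 hpa within each treatment, and the interaction of RNAi and time compared those changes. The adjusted p is that of Benjamini-Hochberg with a threshold of 0.05. Set scores are the mean log2 CPM over a set with a prior count of 2, compared by exact two-sided permutation tests. Sets were chosen with a minimum log2 fold change of 1. DESeq2 1.42.0 and the rotation test fry of limma 3.58.1 served as alternatives. The study made pairwise DESeq comparisons with the same threshold.

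The transcripts named here follow a rule set before the data were examined. It takes the transcripts that the paper gives by number in its text, in Supplementary Data 2 or in Figs. 4c and 5a, and the 2 with the largest rise and 2 with the largest fall between the treatments at 48 hpa among those past the threshold, with no overlap between libraries and a mean of at least 10 counts in 1 of the groups. The mitochondrial transcripts of the methods were summed only. The figures show values of their numbered transcripts, so these had been seen. Supplementary Data 1 and 3 had been opened before the rule was written. The numbers of *equinox* and *bmp4* were looked up in both and were absent from the parts held here, and the other numbered transcripts were not looked up. Names of other genes in the figures are not paired with transcript numbers in the tables used here.

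Total counts ranged from 1312330 to 38053378, which limits what can be detected of transcripts with few counts in the shallowest libraries. The share of counts on the 8 mitochondrial transcripts of the methods lay between 0.264% and 0.652%. The test was checked on simulated counts drawn from the mean of each transcript over all libraries and the real library sizes. At each time 200 of 19509 transcripts were changed, by a log2 fold change of 1 or 2 in size. For the comparison of treatments at 48 hpa the test recovered 188 of them with 11 false calls, and at 0 hpa 183 with 9 false calls. The real calls had a median absolute log2 fold change of 0.553 at 48 hpa and 0.695 at 0 hpa. Recovery of such smaller changes was not tested.

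Whether equal replicate numbers mark paired samples was checked from the correlation of deviations from the group means over 12203 transcripts. In 2 of 16 comparisons every pair lay above 0.1. They were *equinox* RNAi against control at 16 hpa, with correlations from 0.106 to 0.758, and *equinox* RNAi at 16 against 0 hpa, from 0.391 to 0.689. Replicates with different numbers were not compared, and the labels and the paper name no shared batch, so pairing is not settled.

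The alternatives were other size factors (RLE), DESeq2, no filter on low counts, a fit of only the groups compared, a replicate block, the 5 libraries with differing times left out or placed by their time field, and each library left out in turn. For the sets, other thresholds, a prior count of 0.5, a mean z-score, fry and other libraries for the choice were tried. The transcriptome sequence was not used here, so GC content, length and reads shared between similar transcripts were not examined.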

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

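The tests of explanations in this part were chosen after the results were seen, except the counts of other splits for the interactions, which were set before their outcome was seen.

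The *equinox* transcript responded differently over time in the 2 treatments, which a test of the interaction showed. Its log2 change from 0 hpa in libraries labelled *equinox* RNAi, minus that in control, was -3.19 at 6 hpa, -4.10 at 16 hpa, -3.79 at 24 hpa and -3.86 at 48 hpa. This follows from high values at 0 hpa as well as low values later. At 0 and 3 hpa, 6 of the 9 libraries labelled *equinox* RNAi lay above every control library of those times, the highest of which held 7.58 CPM. Incomplete knockdown alone would leave them at or below control. An exchange of libraries between the treatments is also argued against, because the highest of these libraries held 39.3 CPM, far above the highest control library of those times. What stays open is dsRNA of the fed sequence carried into the libraries. Only 12 of 4250 transcripts of similar level had as wide a range at 3 hpa as the target, but counts per transcript do not show where on it the reads lie, so this cannot be told apart from a rise of the transcript itself. A biological rise before and just after the wound was not tested.

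At 0 hpa, a comparison the paper does not discuss, 286 transcripts differed between the treatments by edgeR. Of 100 splits of the same libraries, 1, the real one, gave a count as large, which argues against chance as the source. Without *equinox* RNAi replicate 1 or replicate 5 the count was 136, without control replicates 1, 2 and 4 in turn it was 169, 187 and 188. With every library thinned to at most 4691615 counts, 166 were called. An effect of the RNAi in animals before regeneration and a difference between the animals or libraries of the treatments were not separated, because each library belongs to 1 treatment.

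The change from 0 hpa differed between the treatments for 47 transcripts at 24 hpa and for 1022 at 48 hpa. In both cases 1 of 100 splits, the real one, gave as many. The largest other count was 35 at 24 hpa and 882 at 48 hpa. The splits mixed the treatments at both times, so they stand for no difference at either time. Because 286 transcripts differed at 0 hpa, the splits cannot exclude chance for the interaction itself. The count at 24 hpa moved with single libraries. It was 15, 24, 18 and 31 without control replicates 1, 2, 4 and 5 at 0 hpa, and 19, 30 and 20 without control replicates 1, 2 and 5 at 24 hpa. Without *equinox* RNAi replicates 1 and 5 at 0 hpa it was 18 and 12, and without replicates 2 and 5 at 24 hpa it was 9 and 26. At 48 hpa it lay between 800 and 1139 with 1 library left out. Depth, GC content and length were not tested for these counts. The RNAi stays open as the biological explanation.

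Among named transcripts the same difference at 48 hpa was -0.94 for *bmp4*, 0.29 for dd_9831 and 2.01 for dd_13735. Of the transcripts of Fig. 4c it passed the threshold for dd_4392 (1.20), dd_9416 (-0.47) and dd_9490 (-0.45), which were named at 48 hpa after their values were seen. That of dd_4392 was 0.35 (adjusted p = 0.791 by edgeR) with the 5 libraries of differing times placed by the time field. That of dd_9416 lay between -0.53 and -0.41 with 1 library left out and was not past the threshold without control replicates 1 or 4 at 0 hpa or 3 or 4 at 48 hpa, or *equinox* RNAi replicates 1, 3 or 5 at 0 hpa or 1, 3, 4 or 5 at 48 hpa. That of dd_9490 lay between -0.51 and -0.35 and was not past it without control replicates 1, 2, 3 or 4 at 0 hpa or 1, 3 or 4 at 48 hpa, or *equinox* RNAi replicates 1 or 5 at 0 hpa or 1, 3 or 5 at 48 hpa. For the others, it was 3.99 for dd_12035, 3.98 for dd_4427 and -3.17 for dd_8340, which were picked for their large difference at 48 hpa, so a difference here follows in part from the choice. The transcript dd_12035 was at 4.60 ± 0.760 CPM (SD, n = 4) in *equinox* RNAi at 0 hpa, 1.09 ± 0.268 CPM (SD, n = 5) at 16 hpa and 3.37 ± 0.870 CPM (SD, n = 5) at 48 hpa, and in control it fell from 4.10 ± 0.910 CPM (SD, n = 5) at 0 hpa to 0.171 ± 0.133 CPM (SD, n = 4) at 48 hpa. The transcript dd_8340 reached 22.2 ± 3.69 CPM (SD, n = 4) in control and 2.18 ± 0.755 CPM (SD, n = 5) in *equinox* RNAi. *bmp4* rested on 16 to 167 counts per library at 48 hpa. Its difference lay between -1.12 and -0.75 with 1 library left out, and was not past the threshold without control replicates 2, 4 or 5 at 0 hpa, control replicates 1 or 2 at 48 hpa, *equinox* RNAi replicates 2 or 5 at 0 hpa, or *equinox* RNAi replicates 3 or 5 at 48 hpa. That of dd_9831 lay between 0.25 and 0.33, and was not past it without control replicate 3 at 0 or 48 hpa, *equinox* RNAi replicates 1 or 2 at 0 hpa, or *equinox* RNAi replicates 1 or 3 at 48 hpa. The values of *bmp4* and dd_9831 were also not past the threshold in the fit of only the groups compared and with the 5 libraries of differing times placed by the time field, and dd_9831 with no filter or with those 5 left out. No technical explanation was tested for these.

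In 108 groups of 4 or 5 libraries, 7 held 1 library far from the others, and chance gives about 1 in 20. The total of *equinox* RNAi replicate 2 at 16 hpa was 36251613 against at most 15169883 for the others, and CPM values are scaled for it. The *equinox* transcript was at 19.5 CPM in control replicate 5 at 16 hpa against 13.4 to 14.7 CPM. The score of the transcripts that fell late in control was 2.10 in *equinox* RNAi replicate 3 at 3 hpa against 2.37 to 2.44, and 2.45 in *equinox* RNAi replicate 3 at 6 hpa against 2.12 to 2.18. At 6 hpa, dd_4392 was at 252 CPM in control replicate 3 against 146 to 160 CPM, dd_7293 at 25.1 CPM in *equinox* RNAi replicate 1 against 31.8 to 33.2 CPM, and dd_5853 at 20.7 CPM in control replicate 4 against 29.5 to 32.8 CPM. No explanation, technical or biological, was tested for these single libraries.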

How the results depend on the processing

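All alternatives in this part were set before the data were examined, except these additions made after the data were seen, the fit with a replicate block of only the groups compared, every test of *bmp4*, dd_9831 and dd_13735 between 48 and 0 hpa, and the tests of Fig. 4c transcripts at 24 and 48 hpa and in the interaction. Over the main results, 264 of 331 values under an alternative kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 16 lost the threshold, 13 gained it, 6 reversed and 32 counts or shares moved further. With 1 library left out, 478 of 599 stayed, 46 lost the threshold, 4 gained it, 5 reversed and 66 moved. Some losses were fixed by the design, because the exact test could not reach 0.05: with 1 library left out these are 7 for each of the late sets, and among the alternatives 3 for each late set and the replicate block of the early set at 48 hpa. They say nothing about stability. For the named transcripts 298 of 330 and 436 of 506 stayed. Where no cause is given below, the cause was not tested.

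The *equinox* transcript was lower in libraries labelled *equinox* RNAi at 16 and 48 hpa under every alternative and with any 1 library left out. At 24 hpa it ranged from -2.55 to -1.92 with 1 library left out and lost the threshold without *equinox* RNAi replicate 4 (-1.92, adjusted p = 0.0576 by edgeR). At 6 hpa it was -1.53 with no filter, -1.51 with the 5 libraries of differing times left out and -1.43 with them placed by the time field, none past the threshold, and it ranged from -1.76 to -1.42 and lost the threshold without any 1 of the 10 libraries. At 3 hpa it was 1.70 (adjusted p = 0.132 by edgeR) in the fit of only the groups compared, and ranged from 1.34 to 2.02, losing the threshold without control replicates 1, 2 or 4 or *equinox* RNAi replicates 2 or 3. At 0 hpa DESeq2 took it past the threshold (1.64, adjusted p = 0.039), as did leaving out *equinox* RNAi replicate 3 or 5, in a range of 0.95 to 1.97. In control, the rise at 16 hpa was 1.34 with no filter and 1.32 with the time field, both not past the threshold, and ranged from 1.21 to 1.43, past it only without control replicate 3 at 16 hpa. The rise at 24 hpa was 0.76 and past the threshold in the fit of only the groups compared.

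The fit of only the groups compared, which takes its spread from fewer libraries, called 519 at 0 hpa, 87 at 6 hpa, 156 at 24 hpa and 1683 at 48 hpa. DESeq2 called 441 at 0 hpa. Placing the 5 libraries by the time field gave 6189 at 3 hpa, and leaving them out gave 748 at 6 hpa. With 1 library left out the count ranged from 136 to 299 at 0 hpa (lower by more than 1.5 times without control replicates 1, 2 and 4 and *equinox* RNAi replicates 1 and 5), from 682 to 3594 at 3 hpa (moved by that much without each library but control replicate 5 and *equinox* RNAi replicate 2), from 573 to 2841 at 6 hpa (control replicates 3, 4 and 5, *equinox* RNAi replicates 1 and 2) and from 2126 to 3981 at 48 hpa (control replicate 1). RLE size factors moved the share of higher calls at 3 hpa from 51% to 40.1%, and in control at 3 against 0 hpa from 48.4% to 61.8%.

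In the time courses the fit of only the groups compared called 1845 at 3 hpa and 574 at 6 hpa in control, and 127 at 3 hpa, 718 at 6 hpa and 684 at 48 hpa in *equinox* RNAi. With 1 library left out, control at 3 hpa ranged from 345 to 719 (moved without control replicates 3 and 5 at 0 hpa and 2 and 4 at 3 hpa) and control at 6 hpa from 1057 to 2240 (replicate 4 at 6 hpa). *equinox* RNAi at 3 hpa ranged from 168 to 251 (replicates 2 and 5 at 0 hpa) and at 48 hpa from 715 to 1639 (replicate 2 at 0 hpa and replicate 2 at 48 hpa).

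The interaction called few transcripts before 24 hpa. Of 7 alternatives, 1 stayed within 1.5 times at 3 hpa, 3 at 6 hpa and 5 at 16 hpa, as did 4, 10 and 17 of 19 fits with 1 library left out. At 3 hpa, where edgeR called 1 (1323 at an unadjusted p under 0.05), it called 0 with RLE size factors (1220 unadjusted), 0 with no filter (1634 unadjusted) and 0 with the 5 libraries left out (1551 unadjusted), 13 in the fit of only the groups compared, 13 with the time field, and DESeq2 called 21. At 6 hpa, where edgeR called 18 (1458 unadjusted), DESeq2 called 47, edgeR called 0 in the fit of only the groups compared (1042 unadjusted), 9 with the 5 libraries left out and 7 with the time field. At 16 hpa DESeq2 called 14 and the time field gave 2. At 24 hpa DESeq2 called 107, no filter gave 30 and leaving out the 5 libraries gave 80. With 1 library left out the counts ranged from 0 to 12 at 3 hpa (12 without *equinox* RNAi replicate 2 at 3 hpa, unchanged without control replicate 4 at 0 hpa, control replicate 3 at 3 hpa or *equinox* RNAi replicate 3 at 0 or 3 hpa, and 0 without any other), from 0 to 28 at 6 hpa (0 without *equinox* RNAi replicate 5 at 0 hpa, 28 without control replicate 1 at 6 hpa, and 7 to 11 without control replicates 1 and 4 at 0 hpa, control replicate 5 at 6 hpa, *equinox* RNAi replicates 2 and 3 at 0 hpa and 1 and 4 at 6 hpa), from 2 to 11 at 16 hpa (2 and 11 without *equinox* RNAi replicates 5 and 1 at 0 hpa) and from 9 to 69 at 24 hpa (9 without *equinox* RNAi replicate 2 at 24 hpa). At 48 hpa every alternative stayed within 1.5 times.

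For the early set, the difference between the treatments at 3 hpa was -0.17 and reversed to 0.31 with a minimum log2 fold change of 2 and to 0.022 with no minimum. At 16 hpa it was near 0 and reversed to -0.025 with no minimum, -0.086 with the time field and -0.094 as a mean z-score, and ranged from -0.038 to 0.055 with 1 library left out, below 0 without *equinox* RNAi replicates 2, 3 or 4 or control replicates 2 or 4. Beside the exact test, it passed the threshold at 0 hpa with limma's fry (0.31, p = 0.0447), no minimum (0.10) and the time field (0.31), and without control replicate 4, in a range of 0.19 to 0.38. At 6 hpa, where the exact p was 0.167, it passed with fry (-0.27, p = 0.00436), no minimum (-0.15), the time field (-0.37) and the z-score (-0.33), and without control replicate 5, in a range of -0.39 to -0.17. At 24 hpa, where the exact p was 0.167 too, it passed with fry (-0.21, p = 0.00906), no minimum (-0.13), the time field (-0.31) and the z-score (-0.28). At 48 hpa it was not past the threshold with the 5 libraries left out (-0.25), with a replicate block (-0.31, which cannot reach 0.05 for the early set at any time) or with the set chosen in control replicates 1 and 2 (-0.25), nor without any 1 library but *equinox* RNAi replicate 2 and control replicate 2, in a range of -0.34 to -0.24.

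The late rising set at 48 hpa was -0.89 with the 5 libraries left out and -0.89 with the time field, and -1.03 with a replicate block, and ranged from -0.90 to -0.80 with 1 library left out. With fewer of the tested libraries, or with a replicate block, these permutation tests cannot reach 0.05. The same holds for the late falling set, which was 0.54, 0.54 and 0.63 in these settings and ranged from 0.43 to 0.54. It lost the threshold with no minimum (0.27, exact permutation p = 0.0952) and reversed to -0.017 when control replicates 3 and 4 chose the set. Of the late rising set, 50% were called in *equinox* RNAi with a minimum log2 fold change of 2 and 19.2% in the fit of only the groups compared, in a range of 18.6% (without *equinox* RNAi replicate 2 at 0 hpa) to 31.8% with 1 library left out. Of the late falling set, 67.9% were called with a minimum of 2.

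Among named transcripts, dd_10923 at 16 hpa reversed to 0.044 with the 5 libraries left out and 0.16 with the time field, and ranged from -0.13 to 0.073 with 1 library left out, above 0 without control replicates 4 or 5 or *equinox* RNAi replicates 1, 2 or 4. The difference of dd_4392 at 16 hpa lost the threshold with the time field (-0.78, adjusted p = 0.501 by edgeR) and without control replicate 3 (-0.55, adjusted p = 0.0501 by edgeR). The interaction at 48 hpa lost it for dd_9831 with no filter (0.27), only the groups compared (0.27), the 5 libraries left out (0.26) and the time field (0.28), and for *bmp4* with only the groups compared (-0.96, adjusted p = 0.12 by edgeR) and the time field (-0.94, adjusted p = 0.0526 by edgeR). The fall of dd_9831 in control lost it with no filter (-0.16), only the groups compared (-0.15) and without control replicate 3 at 48 hpa (-0.15). At 6 hpa dd_4392 lost it with only the groups compared (-0.66, adjusted p = 0.105 by edgeR) and the time field (-0.65, adjusted p = 0.196 by edgeR). There dd_7293 lost it with no filter (-0.28), only the groups compared (-0.32), the 5 libraries left out (-0.26) and the time field (-0.32), and without control replicates 1, 3 or 4 or *equinox* RNAi replicates 1 or 2. At 24 hpa dd_9416 lost it with only the groups compared (-0.37), and at 48 hpa dd_9416 and dd_7293 lost it with only the groups compared (-0.32 and -0.34) and the time field (-0.30 and -0.31), and dd_4392 with the time field (0.93). At 48 hpa dd_9416 also lost it without control replicates 3 or 4 or *equinox* RNAi replicate 1, and dd_7293 without control replicate 1 or *equinox* RNAi replicates 1 or 3. The interaction at 48 hpa lost it for dd_9490 with RLE size factors (-0.45), no filter (-0.47) and only the groups compared (-0.47), for dd_9416 with no filter (-0.49) and the 5 libraries left out (-0.46), and for dd_4392 with the time field (0.35). At 6 hpa dd_9416 ranged from -0.18 to 0.004 and dd_10393 from -0.009 to 0.13, both reversed without control replicate 5. The change of *bmp4* in *equinox* RNAi from 0 to 48 hpa was near 0, reversed to 0.015 with RLE size factors and 0.024 with DESeq2, and ranged from -0.18 to 0.19, above 0 without *equinox* RNAi replicates 2 or 5 at 0 hpa or 3 or 5 at 48 hpa.

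At 16 hpa, where replicates with the same number deviated together, a fit with a replicate block of only the groups compared called 413 transcripts between the treatments (84 without the block). It called 4144 between 16 and 0 hpa in *equinox* RNAi, and took dd_10393 at 16 hpa past the threshold (-0.36, adjusted p = 0.0443 by edgeR). The replicate block in the fit of all groups moved no count of calls by more than 1.5 times. Depth limits transcripts with few counts, above all in the control library at 3 hpa with 1312330 counts, where the *equinox* transcript had 9.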

Differences from the paper's values

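The first 1366 rows of Supplementary Data 3 were compared with edgeR's calls in the same rows. Between *equinox* RNAi and control the paper's table has 6 transcripts under an adjusted p of 0.05 at 0 hpa where 21 were called here, 13 at 3 hpa where 138 were called, and 7 at 6 hpa where 93 were called. It has 3 at 16 hpa where 6 were called, 128 at 24 hpa where 22 were called, and 60 at 48 hpa where 211 were called. Of the alternatives set before the data were examined, 1 brought 1 of these counts within 1.5 times the paper's, namely 4 at 16 hpa with the 5 libraries with differing times left out. All others stayed further away at every time, the nearest at 6 hpa and 48 hpa being 4 and 92 in the fit of only the groups compared. The 24 hpa column of Supplementary Data 3 equals the 24 hpa column of the *bmp4* RNAi table, Supplementary Data 1, in all 933 rows with a value in both, so the pair of 128 and 22 does not compare like groups. The paper's test was DESeq's pairwise test.

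For single transcripts printed in Fig. 4c, the paper's log2 fold change of dd_10923 at 16 hpa is 0.007 and the value here was -0.006, so the signs differ while both lie near 0. With the 5 libraries left out it was 0.04 and with them placed by the time field 0.16, both of the paper's sign, and under the other alternatives it stayed below 0. Here its mean was 4.33 CPM in *equinox* RNAi and 4.28 CPM in control, and the difference in mean log2 CPM was 0.004, of the paper's sign. At 24 hpa the paper's value of dd_10923 is 0.34 against 0.082 here, and no alternative came within the standard error. The paper's value of dd_10393 at 24 hpa is -0.19 against -0.38 here, and of the alternatives only placing the 5 libraries by the time field, at -0.32, came within the standard error. Both 24 hpa values of the paper come from the column that equals the *bmp4* RNAi table, so they are not shown to be differences between *equinox* RNAi and control. Of these transcripts, only dd_10393 is in the copy of that table used here.

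The paper states that the early wound response was less robust and did not persist from 16 to 48 hpa. Over the early set the difference between the treatments was 0.01 at 16 hpa (exact p = 0.921), while at 48 hpa it was -0.29 (exact p = 0.0317). At 6 hpa it was -0.27 (exact p = 0.167, limma's fry p = 0.00436) and at 24 hpa -0.21 (exact p = 0.167, limma's fry p = 0.00906), and as a mean z-score it was past the threshold at 6 hpa (exact p = 0.0159) and 24 hpa (exact p = 0.0238). With the set chosen in control replicates 1 and 2 and tested on the others it was -0.029 at 6 hpa (exact p = 0.929). At 0 hpa the score was already 0.31 higher in *equinox* RNAi (exact p = 0.0556), so the rise from 0 hpa was smaller there. The median log2 fold change from 0 to 16 hpa was 0.63 in control and 0.31 in *equinox* RNAi. The interaction was below 0 for 187 of the 234 transcripts at 3 hpa and 201 at 6 hpa, with 0 called by edgeR. It was below 0 for 156 at 16 hpa, 168 at 24 hpa (5 called lower by edgeR) and 181 at 48 hpa (16 called lower and 4 higher by edgeR). These values go in the paper's direction. However, the choice of the set in control at 3 or 6 hpa raises the control values. Of the 8 transcripts of Fig. 4c, 4 were lower in *equinox* RNAi at 3 hpa and 1 was called lower by edgeR. At 6 hpa 6 were lower and 2 called lower by edgeR. At 16 hpa 7 of the 8 were lower and the other, dd_10923, was near 0. At 24 hpa 7 of the 8 were lower and 2 called lower by edgeR, and at 48 hpa 6 were lower, 5 called lower and 1, dd_4392, called higher.

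The legend of Fig. 5a states that the expression of posterior PCGs did not change after *equinox* RNAi. Of the 2 posterior PCGs with a printed number, dd_9831 changed by 0.11 between 0 and 48 hpa in *equinox* RNAi (adjusted p = 0.291 by edgeR), while dd_13735 rose by 0.60 (adjusted p = 0.00164 by edgeR).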

Other observations

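The tests of explanations in this part were chosen after the results were seen, except the counts of other splits for comparisons at 16, 24 and 48 hpa, for the time courses, for the interactions and for the sets, whose outcome had not been seen.

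More transcripts differed between the treatments at 3 and 6 hpa (2282 and 1541) than at 16 and 24 hpa (122 and 251). The difference in effect between times was itself called for 147 transcripts between 3 and 24 hpa and for 77 between 6 and 24 hpa, but for 2 between 3 and 16 hpa and 1 between 6 and 16 hpa. Depth does not account for it, since with libraries thinned to at most 4691615 counts 1230 and 1039 were called at 3 and 6 hpa and 92 and 157 at 16 and 24 hpa. Nor does the shallowest control library at 3 hpa, without which 1443 were called. Of the calls at 3 hpa, 456 were at least 2-fold lower in *equinox* RNAi and 50 at least 2-fold higher. The 456 had a median mean of 1.59 CPM, against 8.5 CPM for all transcripts tested. Without the shallowest control library these counts were 374 and 44. The cause of this imbalance at low level was not tested. At 6 hpa, spread borrowed from the other groups is a candidate explanation, because a fit of the 6 hpa libraries alone called 87, beside 84 and 156 at 16 and 24 hpa, and the biological coefficient of variation was 0.202 at 6 hpa and 0.168 over all groups. At 3 hpa the same fit called 3363, which argues against it there. A difference between the treatments already there at 0 hpa may contribute to both, since log2 fold changes at 0 and 3 hpa, which share no library, had a correlation of 0.583 across transcripts, those at 0 and 6 hpa 0.44, at 0 and 16 hpa 0.317 and at 0 and 24 hpa -0.007. Transcripts are not independent replicates. The count at 3 hpa was 1326, 819 and 920 without control replicates 1, 2 and 4, and 3594, 682, 873 and 861 without *equinox* RNAi replicates 1, 3, 4 and 5. The count at 6 hpa was 573, 746 and 2841 without control replicates 3, 4 and 5, and 784 and 800 without *equinox* RNAi replicates 1 and 2.

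*equinox* RNAi replicate 1 at 3 hpa, whose time field reads 0 hpa, lay closer to the 0 hpa libraries (root mean square difference 0.313) than to the other 3 hpa libraries (0.352), while 4 of the 5 libraries with differing times lay closer to the group of their title. A wrong time point is argued against, because in this library all 8 transcripts of Fig. 4c lay above every *equinox* RNAi library at 0 hpa, although 3 lay below every other 3 hpa library.

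In Supplementary Data 3 the 24 hpa difference between treatments does not follow from the table's own time courses. Of the 1200 rows shared with the copy of Supplementary Data 1, the table of *bmp4* RNAi, 933 had a value in both at 24 hpa, and all 933 were equal within 1e-06. At the other times 0 were equal. This is consistent with the column holding the values of the *bmp4* RNAi experiment.

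At all 6 times, 31 transcripts were called higher and 22 lower in *equinox* RNAi, 53 in all. Regrouping the treatments within every time gave as many in 1 of 40 regroupings, the real one, and 0 in the others, which argues against chance. A lasting effect of the RNAi and a difference between the animals or libraries of the treatments other than the RNAi cannot be told apart for these 53, because both would be seen at 0 hpa. One of them, dd_17526, had 0 to 5 counts in every *equinox* RNAi library and 1 to 89 in control.

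For the other counts of transcripts, the real split and others of the same libraries were compared in 100 splits each. Between the treatments, only the real split gave a count as large at 3 and 16 hpa, which argues against chance there. With the real one included, 3 splits did so at 6 hpa, 2 at 24 hpa and 2 at 48 hpa. Chance is unlikely at these times but not excluded. The largest of the others gave more than the real split at 6 hpa (3706 against 1541), 24 hpa (424 against 251) and 48 hpa (3563 against 3528). At 16 hpa, where replicates with the same number deviated together, no other split gave as many, whichever of these replicates it parted. In the time courses of control 1 of 100 splits did so at each time, and in those of *equinox* RNAi 1 did at 3, 6, 16 and 24 hpa and 2 at 48 hpa, where the other gave 1542 calls against 1350. For members called in *equinox* RNAi, 1 did for the early set, the late rising set and the late falling set. For the interaction, chance cannot be excluded at 3, 6 and 16 hpa, where 10, 6 and 5 of 100 splits gave as many. At 24 and 48 hpa only the real split did, but the splits mixed the treatments at both times, so they cannot settle it. The count of splits at 16 hpa takes no account of replicate numbers. A fit with a replicate block of only the groups compared was not run for it.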
